# Amyloid-β (Aβ) immunotherapy induced microhemorrhages are linked to vascular inflammation and cerebrovascular damage in a mouse model of Alzheimer’s disease

**DOI:** 10.1186/s13024-024-00758-0

**Published:** 2024-10-21

**Authors:** Xavier Taylor, Harun N. Noristani, Griffin J. Fitzgerald, Herold Oluoch, Nick Babb, Tyler McGathey, Lindsay Carter, Justin T. Hole, Pascale N. Lacor, Ronald B. DeMattos, Yaming Wang

## Abstract

**Background:**

Anti-amyloid-β (Aβ) immunotherapy trials have revealed amyloid-related imaging abnormalities (ARIA) as the most prevalent and serious adverse events linked to pathological changes in cerebral vasculature. Recent studies underscore the critical involvement of perivascular macrophages and the infiltration of peripheral immune cells in regulating cerebrovascular damage. Specifically, Aβ antibodies engaged at cerebral amyloid angiopathy (CAA) deposits trigger perivascular macrophage activation and the upregulation of genes associated with vascular permeability. Nevertheless, further research is needed to understand the immediate downstream consequences of macrophage activation, potentially exacerbating CAA-related vascular permeability and microhemorrhages linked to Aβ immunotherapy.

**Methods:**

This study investigates immune responses induced by amyloid-targeting antibodies and CAA-induced microhemorrhages using RNA in situ hybridization, histology and digital spatial profiling in an Alzheimer's disease (AD) mouse model of microhemorrhage.

**Results:**

In the present study, we have demonstrated that bapineuzumab murine surrogate (3D6) induces profound vascular damage, leading to smooth muscle cell loss and blood–brain barrier (BBB) breakdown. In addition, digital spatial profiling (DSP) reveals that distinct immune responses contribute to vascular damage with peripheral immune responses and perivascular macrophage activation linked to smooth muscle cell loss and vascular fibrosis, respectively. Finally, RNA in situ hybridization identifies two distinct subsets of *Trem2*^+^ macrophages representing tissue-resident and monocyte-derived macrophages around vascular amyloid deposits. Overall, these findings highlight multifaceted roles of immune activation and vascular damage in driving the development of microhemorrhage.

**Conclusions:**

In summary, our study has established a significant link between CAA-Aβ antibody immune complex formation, immune activation and vascular damage leading to smooth muscle cell loss. However, the full implications of this cascade on the development of microhemorrhages requires further exploration. Additional investigations are warranted to unravel the precise molecular mechanisms leading to microhemorrhage, the interplay of diverse immune populations and the functional roles played by various *Trem2*^+^ macrophage populations in response to Aβ immunotherapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-024-00758-0.

## Introduction

Deposition of amyloid-beta (Aβ) aggregates in the brain parenchyma and neurovascular space is the defining feature of Alzheimer’s disease (AD) pathology [1]. Passive immunotherapy, which aims to remove toxic amyloid deposits, has emerged as one of the most promising strategies in combating AD. Several large late-stage clinical trials have substantiated the success of this strategy, showcasing significant improvements in soluble biomarkers, reduction of amyloid pathology, and cognitive decline [2–4] validating the long-debated amyloid cascade hypothesis [5]. Despite these favorable outcomes, amyloid-related imaging abnormalities (ARIA), a spectrum of radiological imaging findings consistent with brain edema (ARIA-E) and microhemorrhages (ARIA-H), persist as the most common adverse events reported in these trials [6, 7], restricting implementation of these promising therapies to the broader patient population. Importantly, the precise mechanisms by which Aβ immunotherapy induces vascular permeability, blood–brain barrier (BBB) breakdown, and subsequent microhemorrhages remain elusive. Neuropathological evidence from Aβ immunotherapy patients supports the occurrence of perivascular inflammation, characterized by reactive perivascular macrophages (PVM) engaged in Aβ phagocytosis and clearance within cerebral blood vessels, emphasizing the integral role of macrophages in the host response to Aβ immunotherapy [7, 8]. Notably, we have previously demonstrated immune complexes formation between Aβ antibodies and vascular amyloid deposits triggers activation of PVMs, underscoring their critical role in initiating vascular inflammation damage during Aβ immunotherapy [9]. Interestingly, recent data from INVOKE-2 phase II study revealed a marked increase in ARIA events after TREM2-agonist antibody treatment [10], suggesting that activation of macrophage lineage cells without directly engaging amyloid deposits is sufficient to trigger ARIA in AD patients. To comprehensively profile the dynamics of vascular inflammation and damage leading to ARIA, we employed a well-established mouse model of Aβ immunotherapy-induced microhemorrhages, to elucidate the immune responses and vascular damage linked with vascular permeability, plasma protein extravasation, and microhemorrhages [11].

Herein, our results demonstrate that Aβ immunotherapy in PDAPP mice triggers profound changes in the vascular inflammatory microenvironment and cerebrovascular damage characterized by the loss of smooth muscle cells and vascular fibrosis. Additionally, we observe a prominent upregulation of vascular endothelial growth factor (VEGF), astrocytic aquaporin-4 (AQP4) and glial fibrillary acidic protein (GFAP) at the glia limitans, which potentially function as a compensatory mechanism. Spatial proteomics further reveals a multifaceted immune profile, particularly in the leptomeninges, highlighting PVM responses associated with vascular fibrosis and peripheral immune responses linked to smooth muscle cell loss. Importantly, our study demonstrates that two distinct subsets of *Trem2*^+^ tissue-resident and monocyte-derived macrophages are highly associated with vascular amyloid deposits following Aβ immunotherapy. This finding establishes a mechanistic connection between Aβ immunotherapy, vascular inflammation, compromised BBB integrity, and the recruitment of peripheral immune cells to vascular amyloid deposits.

## Results

### Aβ immunotherapy triggers vascular damage, smooth muscle cell loss and disrupted BBB permeability

In PDAPP mice, the leptomeninges are the primary site of vascular amyloid accumulation and show significant microhemorrhages in response to anti-Aβ (3D6) immunotherapy (Fig. 1, a) [11]. The observed pattern of vascular bleeding closely resembles nontraumatic convexity subarachnoid hemorrhage (cSAH), a noteworthy subtype of non-aneurysmal subarachnoid bleeding increasingly acknowledged as a significant imaging feature in the context of cerebral amyloid angiopathy (CAA) and ARIA [12]. Therefore, we aimed to determine the impact of anti-Aβ immunotherapy on vascular damage in 23-month-old PDAPP animals, specifically exploring areas surrounding vascular amyloid accumulation, plasma protein extravasation, and microhemorrhages. To verify the efficacy of Aβ immunotherapy in inducing microhemorrhages, PDAPP mice were treated for three months with either 3D6 or an IgG control antibody. Our findings demonstrate a significant increase in the Prussian blue^+^ area, indicating a significant increase of microhemorrhages and an expansion of leptomeningeal vessel diameter in mice treated with 3D6 compared to the control IgG group (Supplemental Fig. 1, a-c) aligning with our previous findings [9]. A significant inverse correlation was observed between microhemorrhage severity and vascular amyloid burden (Supplemental Fig. 1, d-e). To further assess vascular changes, a subset of 6 animals from the total microhemorrhage groups were chosen at random for further assessment and subgroup analysis. Consistently, we observed a reduction in vascular amyloid burden in a subset of 3D6-treated PDAPP mice, with amyloid deposits appearing more fragmented, although the reduction in parenchymal plaques was less pronounced (Supplemental Fig. 1, h-j).

**Fig. 1:**
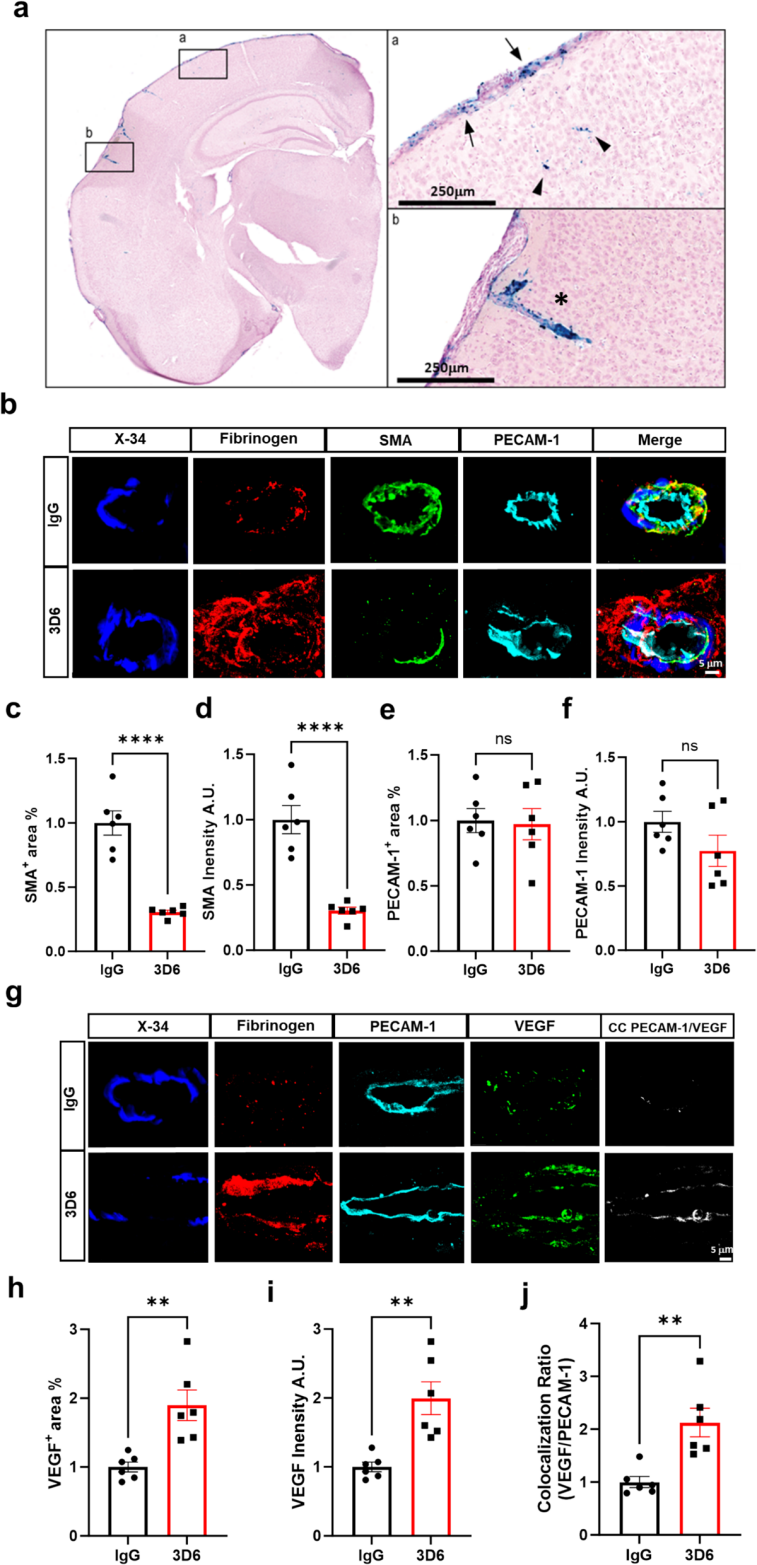
3D6 treatment induces profound smooth muscle cell loss in PDAPP mice. **a** Prussian Blue (hemosiderin, blue) labeled microhemorrhages across leptomeninges (arrow), parenchyma (triangle) and penetrating vessels (asterisk) of PDAPP mice treated with 3D6. **b** Four-color immunofluorescence of amyloid (X-34, blue), fibrinogen (red), smooth muscle cells (SMA, green) and endothelial cells (PECAM-1, cyan) in PDAPP mice treated with 3D6 or IgG control. X-34, Fibrinogen, SMA and PECAM-1 immunoreactivity overlay (Merge). **c** Quantification of SMA^+^ area (%) of IgG or 3D6 treated PDAPP mice. **d** Quantification of intensity of SMA in IgG or 3D6 treated PDAPP mice. **e** Quantification of PECAM-1^+^ area (%) of IgG or 3D6 treated PDAPP mice. **f** Quantification of intensity of PECAM-1 in IgG or 3D6 treated PDAPP mice. The number of vascular amyloid deposits analyzed was 8–10 per animal. Results are shown as mean ± SEM of subgroup analysis *n* = 6 (mice). **g** Four-color immunofluorescence of amyloid (X-34, blue), fibrinogen (red), endothelial cells (PECAM-1, cyan) and vascular endothelial growth factor (VEGF, green) in PDAPP mice treated with 3D6 or IgG control. X-34, Fibrinogen, PECAM-1 and VEGF immunoreactivity overlay (Merge). **h** Quantification of VEGF^+^ area (%) of IgG or 3D6 treated PDAPP mice. **i** Quantification of intensity of VEGF in IgG or 3D6 treated PDAPP mice. **j** Quantification of colocalization ratio of VEGF and PECAM-1. The number of vascular amyloid deposits analyzed was 8–10 per animal. Results are shown as mean ± SEM of subgroup analysis *n* = 6 (mice). All are representative images of 26-month-old PDAPP mice. Asterisks indicate significant differences, where **p < 0.01 and ****p < .0001 by unpaired Student’s t test. Scale bar 5 or 250 μm, respectively

To evaluate plasma protein extravasation and acute BBB leakage, we stained for fibrinogen, a coagulation protein that is absent in the vascular compartment unless there is a breach of the cerebral vasculature permeability barrier. Our data reveal the presence of plasma protein extravasation in 3D6-treated PDAPP mice, indicated by significant increases in fibrinogen^+^ area in the cortical leptomeninges compared to control IgG group (Supplemental Fig. 1, f-g).

To investigate aspects of cerebrovascular damage following Aβ immunotherapy, we evaluated the vascular integrity of BBB-associated cells utilizing X-34, fibrinogen, smooth muscle actin (SMA), and platelet/endothelial cell adhesion molecule-1 (PECAM-1). Our results show Aβ immunotherapy leads to loss of vascular smooth muscle cells with a significant decrease in SMA^+^ area and intensity compared to control IgG (Fig. 1, b-d). Additionally, no significant differences are observed in PECAM-1^+^ area and intensity (Fig. 1, e–f), or in Claudin-5^+^ area and intensity (Supplementary Fig. 2, a-c), relative to the control IgG. These results are in line with the recorded development of CAA cases, which show preservation of endothelial cells even in cases of severe CAA and degeneration of smooth muscle cells as the disease progresses [13, 14]. To further understand BBB permeability, we assessed VEGF, a secreted mitogen crucial for regulating angiogenesis, vascular permeability, and the growth and survival of endothelial cells [15]. Interestingly, our results show a significant increase in VEGF^+^ area, intensity, and colocalization ratio with PECAM-1^+^ endothelial cells in 3D6 treated PDAPP mice relative to control IgG (Fig. 1, g-j). Apart from its role in angiogenesis, VEGF is also a potent permeability factor upregulating AQP4 mRNA and protein expression in the perivascular space and glia limitans [16]. Considering this, we assessed astrocytic AQP4 in the leptomeninges and penetrating vessels in PDAPP mice following Aβ immunotherapy. Our results show in the leptomeninges increased astrocytic GFAP^+^ area and intensity are highly associated with vascular amyloid deposits in 3D6 treated PDAPP mice (Fig. 2, a-c). This is accompanied by significant increases in AQP4^+^ area and colocalization ratio relative to the control IgG group (Fig. 2, d-e). Additionally, our results show a similar trend in the penetrating vessels, where increased astrocytic GFAP^+^ area and intensity are highly associated with vascular amyloid deposits in 3D6 treated PDAPP mice, accompanied by significant increases in AQP4^+^ area and colocalization ratio relative to control IgG (Fig. 2, f-j), indicating a potential compensatory increase in barrier responses by glia limitans.

**Fig. 2:**
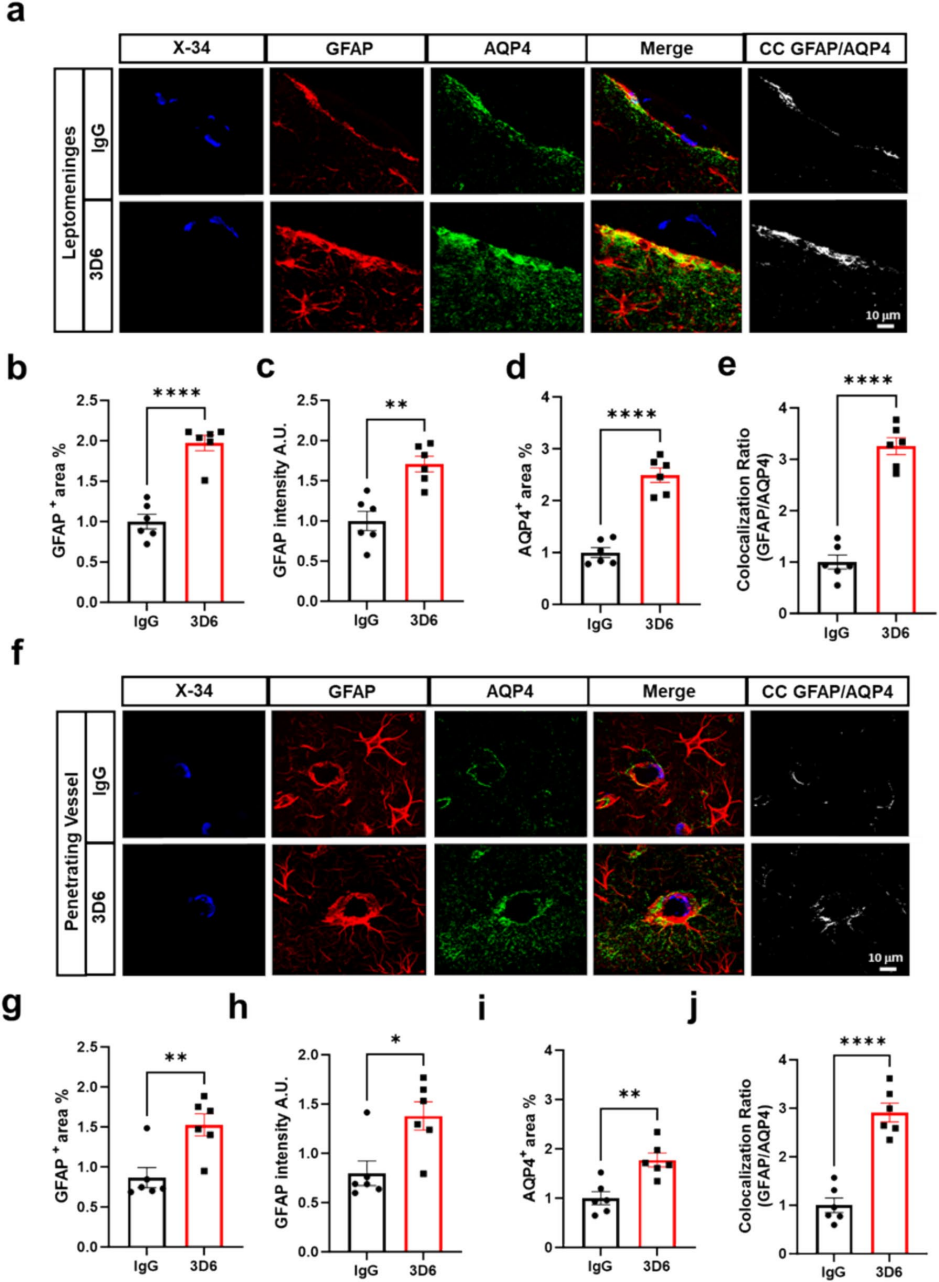
Amyloid immunotherapy is highly associated with increased astrocytic aquaporin-4 in 3D6 treated PDAPP Mice. **a** Triple immunofluorescence of amyloid (X-34, blue), astrocytes (GFAP, red) and aquaporin-4 (AQP4, green) in the leptomeninges of PDAPP mice treated with 3D6 or IgG control. X-34, GFAP and AQP4 immunoreactivity overlay (Merge). Colocalization analysis (white). **b** Quantification of GFAP^+^ area (%) of IgG or 3D6 treated PDAPP mice. **c** Quantification of GFAP intensity of IgG or 3D6 treated PDAPP mice. **d** Quantification of AQP4^+^ area (%) of IgG or 3D6 treated PDAPP mice. **e** Quantification of colocalization ratio of GFAP and AQP4. **f** Triple immunofluorescence of amyloid (X-34, blue), astrocytes (GFAP, red) and aquaporin-4 (AQP4, green) in penetrating vessels of PDAPP mice treated with 3D6 or IgG control. X-34, GFAP and AQP4 immunoreactivity overlay (Merge). Colocalization analysis (white). **g** Quantification of GFAP^+^ area (%) of IgG or 3D6 treated mice. **h** Quantification of GFAP intensity of IgG or 3D6 treated PDAPP mice.** i** Quantification of AQP4^+^ area (%) of IgG or 3D6 treated PDAPP mice. **j** Quantification of colocalization ratio of GFAP and AQP4. The number of vascular amyloid deposits analyzed was 8–10 per animal. Results are shown as mean ± SEM of subgroup analysis *n* = 6 (mice). Asterisks indicate significant differences, where *p < 0.05, **p < 0.01 or ****p < 0.0001 by unpaired Student’s t test. Scale bar 10 μm

### Spatial proteomics identifies activated T-cells linked to smooth muscle cell loss and macrophages associated with fibrotic responses following Aβ immunotherapy

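Protein levels around vascular amyloid were measured with the GeoMx digital spatial profiler, in which antibodies carry oligonucleotide tags that ultraviolet light releases from a chosen region of a brain section and that are then counted. The sections came from 7 PDAPP mice, 3 given control IgG and 4 given the anti-Aβ antibody 3D6. Treatment ran from 23 to 26 months of age, with 3D6 (IgG2b) at 25 mg/kg in 1 injection per week and IgG (IgG2a) at 50 mg/kg in 2 injections per week. The paper's methods give a section thickness of 10 μm and the sample labels give 5 μm. Circular regions of 100 μm around vascular amyloid were chosen, 12 in the leptomeninges and 12 on penetrating vessels of each mouse. Values were deposited for all but 2 of these regions. They cover 34 leptomeningeal and 36 penetrating-vessel regions of IgG mice, and 48 of each kind of 3D6 mice. The 2 regions without values were leptomeningeal regions of IgG mouse 37.
The panel held 25 target proteins, 3 housekeepers (Histone H3, S6 and GAPDH) and 3 negative-control antibodies (Rt IgG2a, Rt IgG2b and Rb IgG) that measure non-specific binding. In the leptomeninges, the median total per region was 22753 counts (range 8646 to 90845) in IgG mice and 11572 counts (3665 to 30248) in 3D6 mice. On penetrating vessels it was 15707 counts (3361 to 254884) and 9649 counts (2571 to 27759), respectively. These totals include the targets, with smooth muscle actin (SMA) at a median of 7148 counts per leptomeningeal region, so they do not measure depth alone. The housekeepers had a mean log2 count of 9.83 in IgG mice and 10.05 in 3D6 mice in the leptomeninges. On penetrating vessels it was 10.92 and 9.92. The median number of nuclei per leptomeningeal region was 19 in IgG mice and 34.5 in 3D6 mice, and 45 regions of the 2 sites carry the authors' warning for few nuclei. In the leptomeninges these were 19 of 34 regions of IgG mice, with all 10 of mouse 37 among them, and 7 of 48 regions of 3D6 mice. The deposited counts are no longer whole numbers, since the authors multiplied each count by a calibration factor and by the positive-control factor of its region. The calibration factors were sought from the low values themselves, as steps that make most values of a probe whole. With the steps found, 3580 of 3652 low values were whole within 0.02. Since the search asked for whole values, this share is not an independent check.
The authors' normalized table gives scores in SD units for each probe over all regions of both sites, made from the log2 ratio of a count to the geometric mean of the 3 negative controls. Recomputed in this way from the counts, 5146 of 5146 scores matched within 1e-10. For the values at the claims, the log2 ratio to the negative controls was kept without conversion to SD units and averaged over the regions of a mouse, so that the mouse is the replicate. The groups were compared with limma on these averages, with the Benjamini-Hochberg adjustment over the 25 targets, and all tests were two-sided. With 3 mice against 4 there are 35 ways to split the mice, so the smallest exact p is 0.029. The mice were read out in 3 runs, each with 1 IgG mouse and 1 or 2 3D6 mice, and differences within the runs are given in the order of the runs. Across the runs, the calibration factors found from the low values were shared by mice 83 and 37, by mice 72 and 49, and by mice 81 and 77. This sharing was not entered in any fit. In the leptomeninges, 14 of the 25 targets had a geometric mean over 2 times that of the negative controls. FOXP3, CD4, CD28, PD-1, CD163 and Ki-67 lay below the negative controls, at 0.367 to 0.926 times their level.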

To dissect the intricacies of vascular inflammation in response to Aβ immunotherapy we used NanoString Technologies' GeoMx DSP to evaluate the expression of 25 proteins identified in immune cell profiling and immune cell typing. To focus our investigation, we selected 12 vascular amyloid^+^ regions of interest (ROIs) per animal from either the leptomeninges or penetrating vessels, with each ROI represented by a 100 μm circle. In the penetrating vessels where microhemorrhages are less frequent in this model, no significant differential expression of proteins is observed (Supplemental Fig. 3, a-b). 

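CD45, a phosphatase carried by all leukocytes, had the largest difference around penetrating vessels, at 1.96-fold higher levels in 3D6 mice. Its log2 ratio to the negative controls was 1.46 ± 0.28 (SD, n = 3) in IgG mice and 2.43 ± 0.27 (SD, n = 4) in 3D6 mice. This difference of 0.97 (standard error 0.28) did not pass the adjusted threshold (adjusted p = 0.180 from limma), although each of the 4 3D6 mice lay above every IgG mouse (exact permutation test, p = 0.029). PD-1, an inhibitory receptor of activated T cells, differed by -0.83 (standard error 0.30, adjusted p = 0.290 from limma) and was lower in each of the 4 3D6 mice than in every IgG mouse. PD-1 lay near the negative controls, at 1.14 times their level in IgG mice and 0.64 times in 3D6 mice. Its median was 10 counts per region, with under 10 counts in 39 of 84 regions. SMA, the actin of vascular smooth muscle cells, differed by 0.40 (standard error 0.77, adjusted p = 0.802).
None of the 25 proteins passed an adjusted p of 0.05 from limma, and CD45 and PD-1 were the 2 with an unadjusted p under 0.05. The next largest differences were 0.81 for GZMB, a protease of cytotoxic granules, and 0.58 for fibronectin, a matrix protein. On the other side stood PD-L1, the ligand of PD-1, at -0.48 and the monocyte receptor CD14 at -0.43. The 8 T-cell proteins, the 7 myeloid proteins, the 3 proteins of antigen presentation and the 3 vessel wall proteins gave 0 changes, also when adjusted over the list alone. The 3 immune checkpoints, CTLA4, PD-1 and PD-L1, had a mean score that differed by -0.54 (exact permutation test, p = 0.029, adjusted p = 0.143 over 10 lists). This score includes PD-1, whose level was near that of the negative controls. CD45, the single member of its list, passed when adjusted over the list alone. Within the runs, CD45 differed by 1.4, 0.97 and 0.46, PD-1 by -1.14, -0.41 and -0.71, and SMA by -0.36, 2.4 and -1.4.
In the ratio of each region to the average of the IgG regions, SMA stood at 0.766 ± 0.172 (SD, n = 4) in 3D6 mice, and at 1.48 with geometric means, so its direction was not settled. With every region entered and the mouse as a block, CD45 passed in limma (adjusted p = 0.0284), and without the 5 penetrating regions of IgG mouse 37 in which the negative controls exceeded 10 times their median, its difference was 0.84.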

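Across single penetrating vessels of IgG mice, SMA was higher where CTLA4, an inhibitory receptor of T cells, was higher, and in both groups it was lower where Ly6G/C, an antigen of neutrophils and monocytes, was higher. For CTLA4, r was 0.78 over the 36 regions of IgG mice and 0.43 over the 48 regions of 3D6 mice, with a positive r in 3 of 3 and 4 of 4 mice. For Ly6G/C, r was -0.53 in IgG mice and -0.40 in 3D6 mice, with a negative r in 3 of 3 and 4 of 4 mice. These are Pearson correlations of log2 ratios after the mean of each mouse was subtracted, and p comes from 100000 permutations of the regions within a mouse, adjusted over 12 relations (6 partners of SMA in 2 groups). In IgG mice, CTLA4 gave p = 1e-05, the smallest that these permutations can give (adjusted p = 0.00012), with a Spearman's rho of 0.70 (permutation p = 1e-05). In 3D6 mice, the permutation p was 0.0180 (adjusted p = 0.0539), with a rho of 0.35 (permutation p = 0.0368). For Ly6G/C, the permutation p was 0.0047 in each group (adjusted p = 0.0188), with a rho of -0.38 in IgG mice (permutation p = 0.0267) and -0.34 in 3D6 mice (permutation p = 0.0219). Neither rho passed after adjustment (adjusted permutation p = 0.107 in each group).
CD28, the activating receptor of T cells, had an r of -0.43 in IgG mice (rho -0.23, adjusted permutation p = 0.0660) and -0.19 in 3D6 mice (rho -0.12, adjusted permutation p = 0.444). The macrophage glycoprotein F4/80 had an r of 0.39 in IgG mice (rho 0.28, adjusted permutation p = 0.0660) and 0.095 in 3D6 mice (rho 0.054, adjusted permutation p = 0.663). The relations with CD4 and CD45 lay between -0.23 and 0.11. Outside these 12 relations, SMA in IgG mice also had an r of 0.73 with CD31, an adhesion molecule of endothelial cells. It had an r of 0.47 with the CD8 chain CD8a and of -0.35 with the keratin marker PanCk. Over regions pooled without the means of the mice subtracted, CD4 (-0.52, adjusted permutation p = 0.00454), CD28 (-0.61, adjusted permutation p = 0.0006) and F4/80 (0.48, adjusted permutation p = 0.00573) also passed in IgG mice, and CTLA4 did so in 3D6 mice (0.44). When the 2 regions farthest from the median of SMA were left out, r was 0.66 for CTLA4 in IgG mice and 0.20 in 3D6 mice (adjusted permutation p = 0.00108 and 0.616). It was -0.37 and -0.25 for Ly6G/C in the 2 groups (adjusted permutation p = 0.204 in each), so these calls rest on the regions left out, and without normalization Ly6G/C turned to 0.41 and 0.18.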

Despite a significant correlation of proteins revealed by Pearson correlation analysis within individual blood vessels, the lack of global differential expression in these vessels is particularly notable in the absence of vascular damage (Supplemental Fig. 3, a-k). In contrast, CD45, a marker for leukocytes, emerged as a key protein exhibiting significant differential expression specifically in the leptomeninges, the primary site of microhemorrhages in PDAPP mice, indicating robust immune activation following 3D6 treatment (Fig. 3, a-b). 

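CD45 rose 5.49-fold around leptomeningeal amyloid in 3D6 mice. Its level was 3.06 times that of the negative controls in IgG mice and 16.8 times in 3D6 mice, or 1.61 ± 0.25 (SD, n = 3) and 4.07 ± 0.52 (SD, n = 4) on the log2 scale. The lowest 3D6 mouse, at 3.36, lay above the highest IgG mouse, at 1.89. The log2 difference was 2.46 (standard error 0.36, adjusted p = 0.000959 from limma; exact permutation test, p = 0.029), and within the 3 runs it was 2.43, 2.33 and 2.69.
The treatment difference in CD45 was larger in the leptomeninges than on penetrating vessels of the same mice by 1.48 on the log2 scale (standard error 0.36, adjusted p = 0.0177 from limma), and by 1.04, 1.36 and 2.23 within the runs. Each of the 4 3D6 mice exceeded every IgG mouse in this contrast between the sites (exact permutation test, p = 0.057). The contrast did not pass with the run as a block (1.49, adjusted p = 0.0827), without IgG mouse 29 (1.3, adjusted p = 0.0746), or without normalization (1.83, adjusted p = 0.0794). With division by the housekeepers it was 0.60 (adjusted p = 0.695), while the leptomeningeal rise of CD45 passed in each of these settings, at a smaller log2 difference with the housekeepers (1.62) and without normalization (1.85).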

Due to high degree of variability among individual vessels evaluated, CD45 was the only protein reaching statistical significance however, the relative expression of target probes revealed valuable insights into the underlying immune responses. 

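Of the myeloid proteins, F4/80 and CD11b rose around leptomeningeal amyloid of 3D6 mice along with CD45. F4/80, a surface glycoprotein of mouse macrophages, rose 2.8-fold, from 1.18 ± 0.51 (SD, n = 3) to 2.67 ± 0.35 (SD, n = 4) in log2 ratio. CD11b, the integrin chain of macrophages, microglia and neutrophils, rose 3.01-fold, from 2.65 ± 0.24 to 4.24 ± 0.77. For both proteins, each of the 4 3D6 mice lay above every IgG mouse. Of the 7 myeloid proteins, these 2 rose and none fell (2 rose when adjusted over the list alone), and the other 5 ran from -0.60 for the scavenger receptor CD163 to 0.94 for Ly6G/C.
Of the 25 proteins, 5 passed an adjusted p of 0.05 from limma: CD45, fibronectin, F4/80 and CD11b were higher and SMA was lower. The log2 difference of F4/80 was 1.48 (standard error 0.35, adjusted p = 0.0110 from limma; exact permutation test, p = 0.029), and within the runs it was 1.59, 2.01 and 0.97. That of CD11b was 1.59 (standard error 0.43, adjusted p = 0.0190 from limma; exact permutation test, p = 0.057), with 1.75, 1.44 and 1.69 within the runs. The negative controls, by which each protein was divided, differed by -0.61 between 3D6 and IgG mice in mean log2 count (exact permutation test, p = 0.057). Without this division the difference was 0.87 for F4/80 and 0.98 for CD11b (adjusted p = 0.173 for each), and without IgG mouse 29 the count of 5 became 3, with SMA and CD11b no longer past the threshold. CD11b also missed it without IgG mouse 49 (adjusted p = 0.0680 from limma) and without moderation of the variances (adjusted p = 0.0821). With division by the housekeepers, neither CD11b (0.75, adjusted p = 0.214 from limma) nor F4/80 (0.65, adjusted p = 0.224) passed, and of the myeloid proteins CD14 (-1.42, adjusted p = 0.0101) and CD163 (-1.44, adjusted p = 0.0323) were lower, so that the 4 higher and 1 lower of the 25 became 2 higher and 4 lower. Without normalization 2 were higher and 2 lower.

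**Figure D1:**
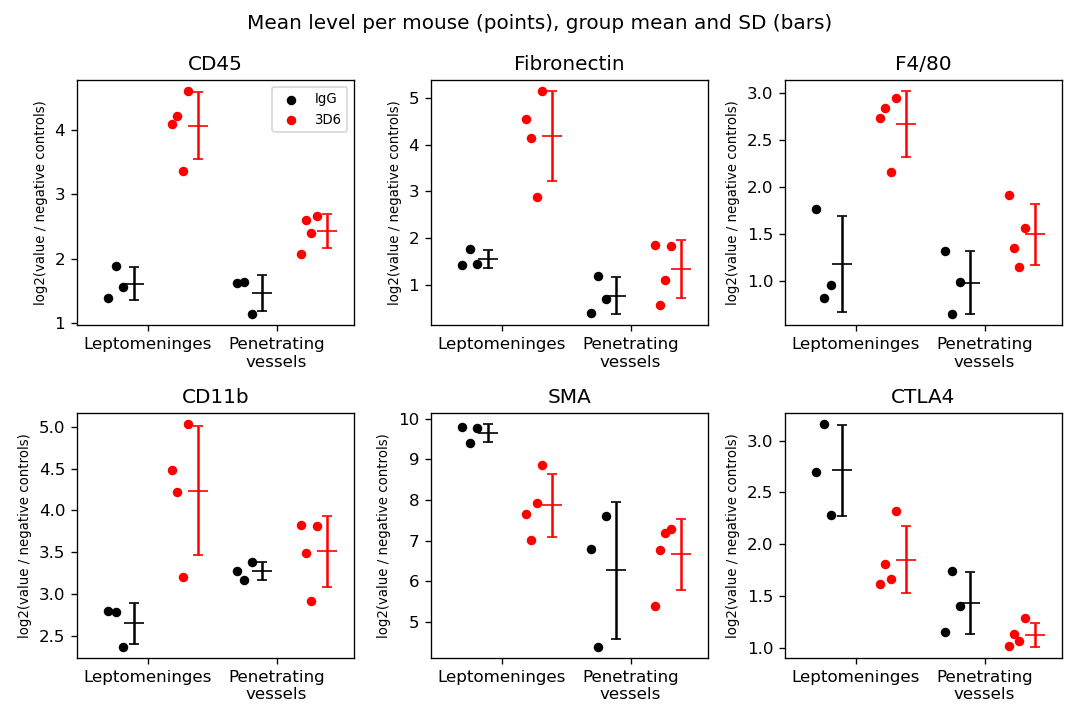
Log2 ratio to the negative controls of CD45, fibronectin, F4/80, CD11b, SMA and CTLA4 in leptomeninges and on penetrating vessels. Each point is 1 mouse (IgG black, n = 3; 3D6 red, n = 4), and bars give the group mean ± SD. In the leptomeninges the 4 3D6 mice sit above the IgG mice for CD45, fibronectin, F4/80 and CD11b and below them for SMA, and without normalization F4/80 and CD11b keep the direction.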

Following Aβ immunotherapy, SMA undergoes the largest reduction in fold change and relative expression among target probes, while the endothelial cell marker CD31 experiences a slight enrichment (Fig. 3, b-d). These observations are consistent with our confocal analysis results demonstrating loss of SMA, the preservation of endothelial cell and increased vascular endothelial growth factors (Fig. 1, b-j). Furthermore, T-cell markers, Cytotoxic T-lymphocyte associated protein 4 (CTLA4), Granzyme B (GZMB), CD28, and the antigen presentation machinery marker Major histocompatibility complex class II (MHC-II) show differential expression after 3D6 treatment (Fig. 3, b-d), suggesting an adaptive immune response following Aβ immunotherapy. 

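SMA fell to 0.289 times its IgG level in the leptomeninges of 3D6 mice, the lowest ratio of the 25 proteins. It stood 807 times above the negative controls in IgG mice and 233 times above them in 3D6 mice, or at 9.66 ± 0.22 (SD, n = 3) and 7.86 ± 0.77 (SD, n = 4) on the log2 scale. Each of the 4 3D6 mice lay below every IgG mouse. CD31, the adhesion molecule of endothelial cells, was 3.88 ± 0.27 in IgG mice and 4.84 ± 0.63 in 3D6 mice, a difference that did not pass. CD34, carried by endothelial and progenitor cells, differed by 0.17 (standard error 0.52, adjusted p = 0.791 from limma).
The difference in SMA was -1.79 (standard error 0.43, adjusted p = 0.0110 from limma; exact permutation test, p = 0.057), with -1.39, -2.37 and -2.14 within the runs. For CD31 it was 0.95 (standard error 0.39, adjusted p = 0.0923 from limma; exact permutation test, p = 0.086), and 3 of 4 3D6 mice lay above every IgG mouse. Within the runs CD31 differed by 1.35, 1.57 and -0.20. Of the 3 vessel wall proteins, 1 fell and none rose over the whole panel, while SMA fell and CD31 rose when adjusted over the list alone. As a ratio to the average of the IgG regions, SMA stood at 0.337 ± 0.165 (SD, n = 4) and CD31 at 2.06 ± 0.73 (SD, n = 4). The change of SMA missed the threshold without IgG mouse 29 (-1.73, adjusted p = 0.0622) and without moderation of the variances (adjusted p = 0.0757), and CD31 differed by 0.11 with division by the housekeepers.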

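In the leptomeninges of 3D6 mice, the mean of CTLA4 was lower and the means of GZMB, CD28 and MHC II were higher than in IgG mice, and none of these 4 differences passed the adjusted threshold in limma. CTLA4, which restrains T cells by competing for the ligands of CD28, stood at 2.72 ± 0.44 (SD, n = 3) in IgG mice and 1.85 ± 0.32 (SD, n = 4) in 3D6 mice in log2 ratio. GZMB, the protease by which cytotoxic lymphocytes kill their targets, stood at 4.05 ± 0.57 and 5.09 ± 0.59. CD28, which co-stimulates T cells, stood at -2.01 ± 0.94 and -0.84 ± 0.50, and MHC II, which presents peptides to CD4 T cells, at -0.30 ± 0.13 and 0.43 ± 0.33.
Each of the 4 had an unadjusted p under 0.05 in limma. The difference was -0.86 for CTLA4 (standard error 0.34, adjusted p = 0.0923; exact permutation test, p = 0.086) and -0.30, -1.35 and -1.08 within the runs. It was 1.04 for GZMB (standard error 0.41, adjusted p = 0.0923; exact permutation test, p = 0.114), and 1.01, -0.16 and 2.33 within the runs. For CD28 it was 1.17 (standard error 0.47, adjusted p = 0.0923; exact permutation test, p = 0.057), and 1.96, 1.06 and 0.71 within the runs. MHC II differed by 0.73 (standard error 0.31, adjusted p = 0.0974; exact permutation test, p = 0.057), by 0.67, 0.48 and 0.96 within the runs, and was higher in each of the 4 3D6 mice than in every IgG mouse.
None of the 8 T-cell proteins passed over the whole panel or when adjusted over the list alone, and CD3e, the chain of the T-cell receptor complex, differed by 0.20 and the CD8 chain CD8a by 0.10. The 3 proteins of antigen presentation (MHC II, CD11c and BatF3) gave 0 changes and 0 when adjusted over the list alone, with a mean score that differed by 0.66 (exact permutation test, p = 0.057, adjusted p = 0.190 over 10 lists). The 3 checkpoints gave 0 changes as well, also when adjusted over the list alone. CD28 lay below the negative controls, with a median of 8 counts per region and under 10 counts in 49 of 82 regions. With division by the housekeepers, CTLA4 passed (-1.70, adjusted p = 0.00252 from limma) and MHC II turned to -0.11, and CTLA4 also passed without normalization (-1.47), CD28 with the run as a block (1.31, adjusted p = 0.0343), and CD28 and GZMB without IgG mouse 37 (1.6 and 1.33).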

To better understand the interplay between immune responses and vascular damage, we performed Pearson correlation analysis within individual blood vessel examined (Fig. 3, e). 

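In leptomeningeal regions of IgG mice, SMA was higher where CTLA4 was higher, with an r of 0.64 over 34 regions and of 0.58 in mouse 29, 0.64 in mouse 37 and 0.76 in mouse 49. In 3D6 mice, whose SMA was lower, r was 0.091 over 48 regions. With CD28, r was -0.42 in IgG mice and -0.20 in 3D6 mice. With CD4, the co-receptor of helper T cells, r was -0.24 and 0.054.
CTLA4 in IgG mice was the 1 relation of the 12 tested for SMA in the leptomeninges that passed (permutation p = 0.00025, adjusted p = 0.003), with a rho of 0.67 (permutation p = 6e-05) and an r of 0.61 without the 2 regions of most extreme SMA. Outside these 12, SMA in IgG mice also rose with the proliferation marker Ki-67 (r = 0.63, unadjusted permutation p = 0.00023), which lay below the negative controls. Its r was 0.49 with CD8a and 0.46 with CD31. The other proteins below the controls had a negative r, such as CD163 (-0.38). A positive r with SMA in IgG mice was thus not particular to CTLA4. For Ki-67 it was 0.00096 in 3D6 mice. In 3D6 mice the permutation p for CTLA4 was 0.562 (rho 0.066, adjusted p = 0.675). The difference in the r of CTLA4 between the groups was the largest of the 35 splits of the mice (exact permutation test, p = 0.029, the smallest possible). Its adjusted p was 0.257 over 9 relations, and a single relation at this smallest p could not pass, so the adjusted test does not decide. With pooled regions the exact permutation p was 0.543. For CD28 the permutation p was 0.0149 in IgG mice (adjusted p = 0.0893, rho -0.31 with permutation p = 0.0755, and -0.35 without the extreme regions) and 0.164 in 3D6 mice (adjusted p = 0.327, rho -0.18). CD4 gave a permutation p of 0.162 in IgG mice (adjusted p = 0.327, rho -0.17) and 0.740 in 3D6 mice (adjusted p = 0.740, rho -0.0016).
The relation of CTLA4 in IgG mice missed the threshold without mouse 29 (0.66, adjusted permutation p = 0.0504) and over pooled regions (adjusted permutation p = 0.0610). Without subtraction of the means of the mice, r in IgG and 3D6 mice was 0.44 and 0.26 for CTLA4, -0.43 and -0.33 for CD28, and -0.34 and 0.16 for CD4. CD28 and CD4 lay below the negative controls, and with division by the housekeepers the r of CD28 turned to 0.27 in IgG mice and 0.38 in 3D6 mice. The r of CTLA4 in 3D6 mice also depended on the normalization. It was 0.59 with the housekeepers (adjusted permutation p = 8e-05) and 0.41 without normalization (adjusted permutation p = 0.0325), against 0.86 in IgG mice in both settings.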

While total CD4 protein expression did not correlate with reduction of SMA following Aβ immunotherapy, we observed that SMA protein levels are positively correlated with T-cell inhibitory receptor CTLA4 and inversely correlated with T-cell activating receptor CD28 (Fig. 3, f–h), suggesting T-cell activation is likely involved in the process of smooth muscle loss. Moreover, we also found an inverse correlation between SMA and peripheral monocytes/neutrophils marker Ly6G/C (Fig. 3, i) but not resident macrophage markers such as F4/80 and leukocyte marker CD45 (Fig. 3, j and k), suggesting that peripheral immune infiltration and adaptive immunity, rather than resident macrophages, may contribute to smooth muscle loss.

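Ly6G/C, carried by neutrophils and inflammatory monocytes, had an r of -0.32 with SMA over the 34 leptomeningeal regions of IgG mice and of -0.15 over the 48 regions of 3D6 mice. By mouse, r was -0.53, -0.70 and 0.30 in IgG mice 29, 37 and 49, and was negative in 3 of 4 3D6 mice. F4/80 had an r of -0.074 with SMA in IgG mice and -0.24 in 3D6 mice. CD45 had an r of 0.12 and -0.19.
None of these 6 relations passed after adjustment over the 12. For Ly6G/C the permutation p was 0.0494 in IgG mice (adjusted p = 0.198, rho -0.33 with permutation p = 0.0562) and 0.278 in 3D6 mice (adjusted p = 0.417, rho -0.18), and r was -0.28 and -0.089 without the 2 regions of most extreme SMA. For F4/80 the permutation p was 0.678 and 0.145 (adjusted p = 0.740 and 0.327, rho -0.049 and -0.23). For CD45 it was 0.519 and 0.224 (adjusted p = 0.675 and 0.383, rho 0.21 and -0.22). Over regions pooled without the means of the mice subtracted, r was -0.33 and -0.29 for Ly6G/C, 0.042 and -0.15 for F4/80, and 0.0013 and -0.035 for CD45. The r of Ly6G/C turned to 0.22 in IgG mice and 0.40 in 3D6 mice with division by the housekeepers, and in IgG mice that of CD45 became 0.73 (adjusted permutation p = 6e-05) and that of F4/80 0.61 (adjusted permutation p = 0.00027). Without normalization, CD45 and F4/80 also passed in IgG mice (0.70 and 0.57), and without the extreme regions CD45 had an r of 0.43 (adjusted permutation p = 0.0684).
From the relations of SMA with CTLA4 and CD28, the paper proposes that activated T cells are likely part of the loss of smooth muscle. From the relation with Ly6G/C and the lack of one with F4/80 or CD45, it proposes that immune cells from the periphery and adaptive immunity may contribute to this loss, rather than resident macrophages.

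**Figure D2:**
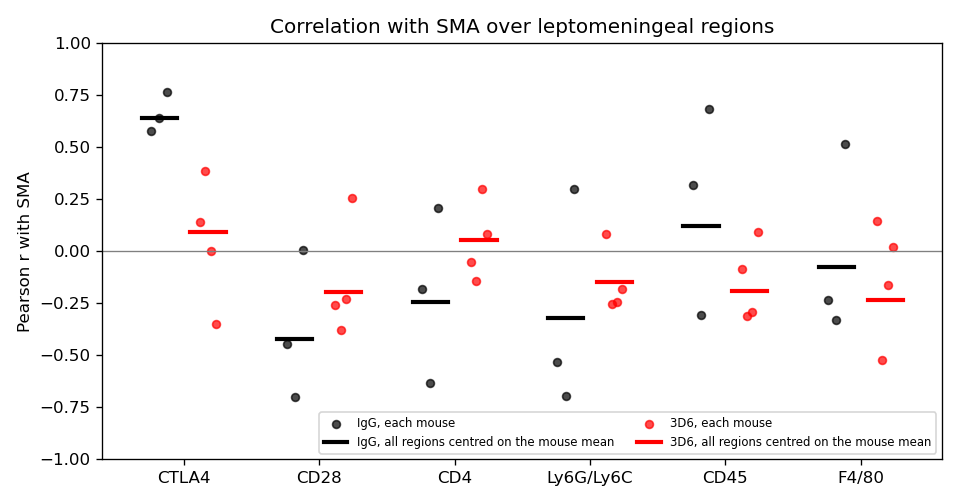
Pearson r of SMA with CTLA4, CD28, CD4, Ly6G/C, CD45 and F4/80 over leptomeningeal regions. Points are the r of single mice (IgG black, 3D6 red), and lines are the r over all regions of a group centred on the mean of each mouse. The 3 IgG mice lie at 0.58 to 0.76 for CTLA4, and the mice lie on both sides of 0 for Ly6G/C, F4/80 and CD45.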

**Fig. 3:**
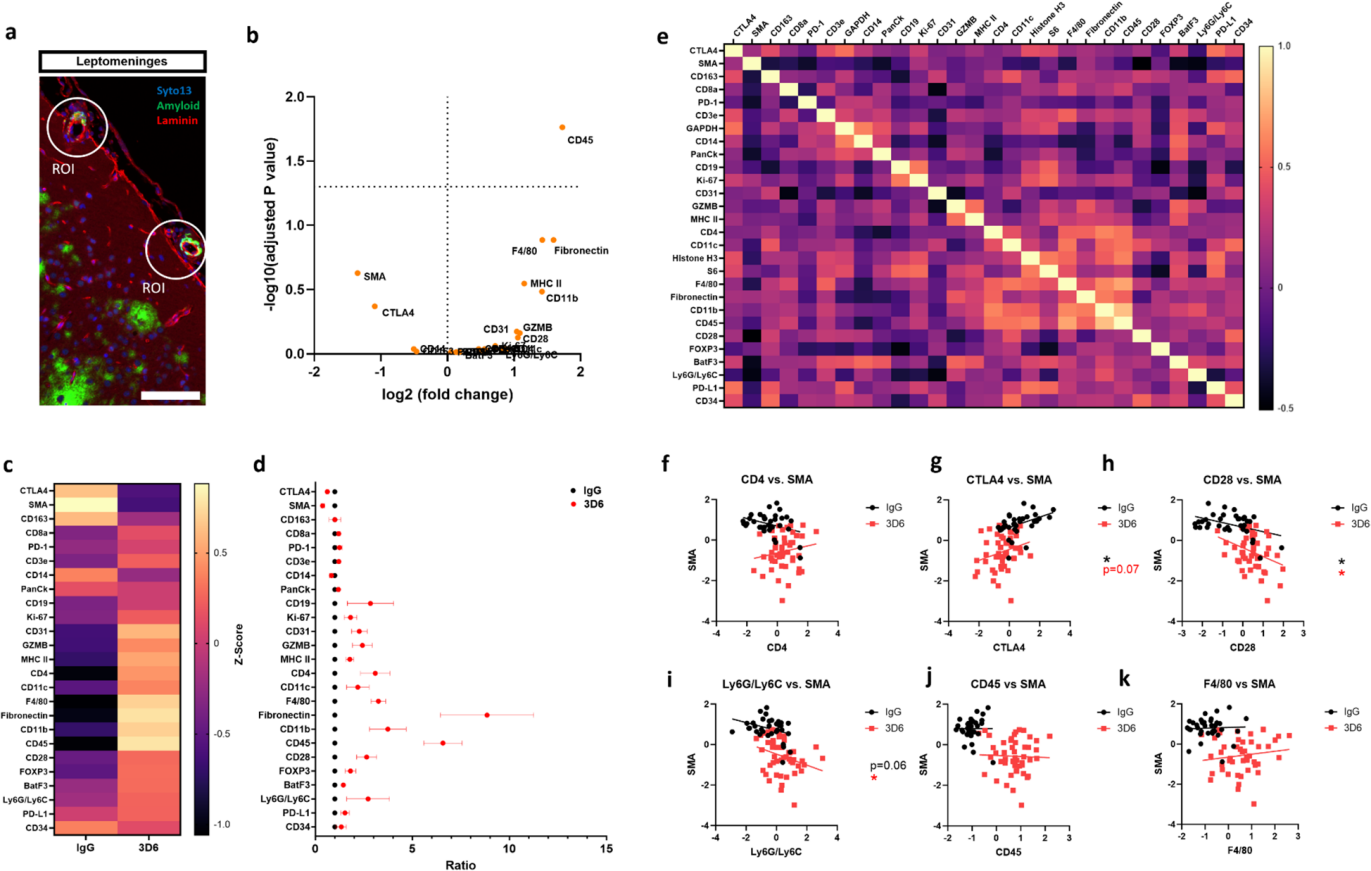
Activated T-cells are linked to smooth muscle cell loss around leptomeningeal vascular amyloid deposits in 3D6 treated PDAPP Mice. **a** 100 μm ROI selections of vascular amyloid deposits in the leptomeninges of PDAPP mice. Triple immunofluorescence of nuclei (blue), amyloid (green) and laminin (red). **b** Volcano plots showing differentially expressed proteins in PDAPP mice treated with 3D6. **c** GeoMx DSP generated heatmap of protein expression (yellow = upregulation, purple = downregulation). **d** Ratio builder of relative expression of target probes. **e** Correlation heatmap of protein expression. **f** Correlation of CD4 and SMA from individual vessels. **g** Correlation of CTLA4 and SMA from individual vessels. **h** Correlation of CD28 and SMA from individual vessels.** i** Correlation of Ly6G/Ly6C and SMA from individual vessels. **j** Correlation of CD45 and SMA from individual vessels. **k** Correlation of F4/80 and SMA from individual vessels. In total 7 mice (IgG treated *n* = 3 and 3D6 treated *n* = 4) were analyzed using NanoString GeoMx™ DSP technology representing 12 CAA containing leptomeningeal vessels per animal. Asterisks indicate significant differences, where *p < 0.05, by unpaired Student’s t test. Scale bar 100 μm

To confirm the involvement of adaptive immune cells following Aβ immunotherapy, sections were analyzed for the presences of B- and T-lymphocytes. In 3D6-treated PDAPP mice, B-cells are highly abundant around vascular amyloid deposits, with significant increases in CD19^+^ area and CD19^+^ cells per vessel compared to control IgG (Fig. 4, a-c). Moreover, Aβ immunotherapy is also strongly linked to T-cell infiltration, with a significant increase in CD3^+^ area and CD3^+^ cells per vessel relative to control IgG (Fig. 4, d-f) validating our spatial proteomics data (Fig. 3). To further identify the subset of T-cells encircling vascular amyloid deposits, we analyzed helper T-cell marker CD4 and cytotoxic T-cell marker CD8. Our findings show that Aβ immunotherapy is highly associated with both increased CD4^+^ area and CD4^+^ cells per vessel and CD8^+^ area and CD8^+^ cells per vessel relative to control IgG groups (Fig. 4, g-l). To determine if infiltrating lymphocytes are present in an acute/subacute timepoint before the occurrence of microhemorrhages, we employed an additional mouse model of AD. We observed limited infiltration of lymphocytes around vascular amyloid deposits in 24-month-old hTau APP KI mice treated with 3D6 for a duration of 1 month, a time point with robust immune complex formation but limited vascular damages or microhemorrhages (Supplemental Fig. 4, a-f). These findings strongly suggest the recruitment and activation of lymphocytes is linked to vascular damage and accelerated in the context of microhemorrhages, although the precise roles of activated T-cells in microhemorrhage induction remain unclear.

**Fig. 4:**
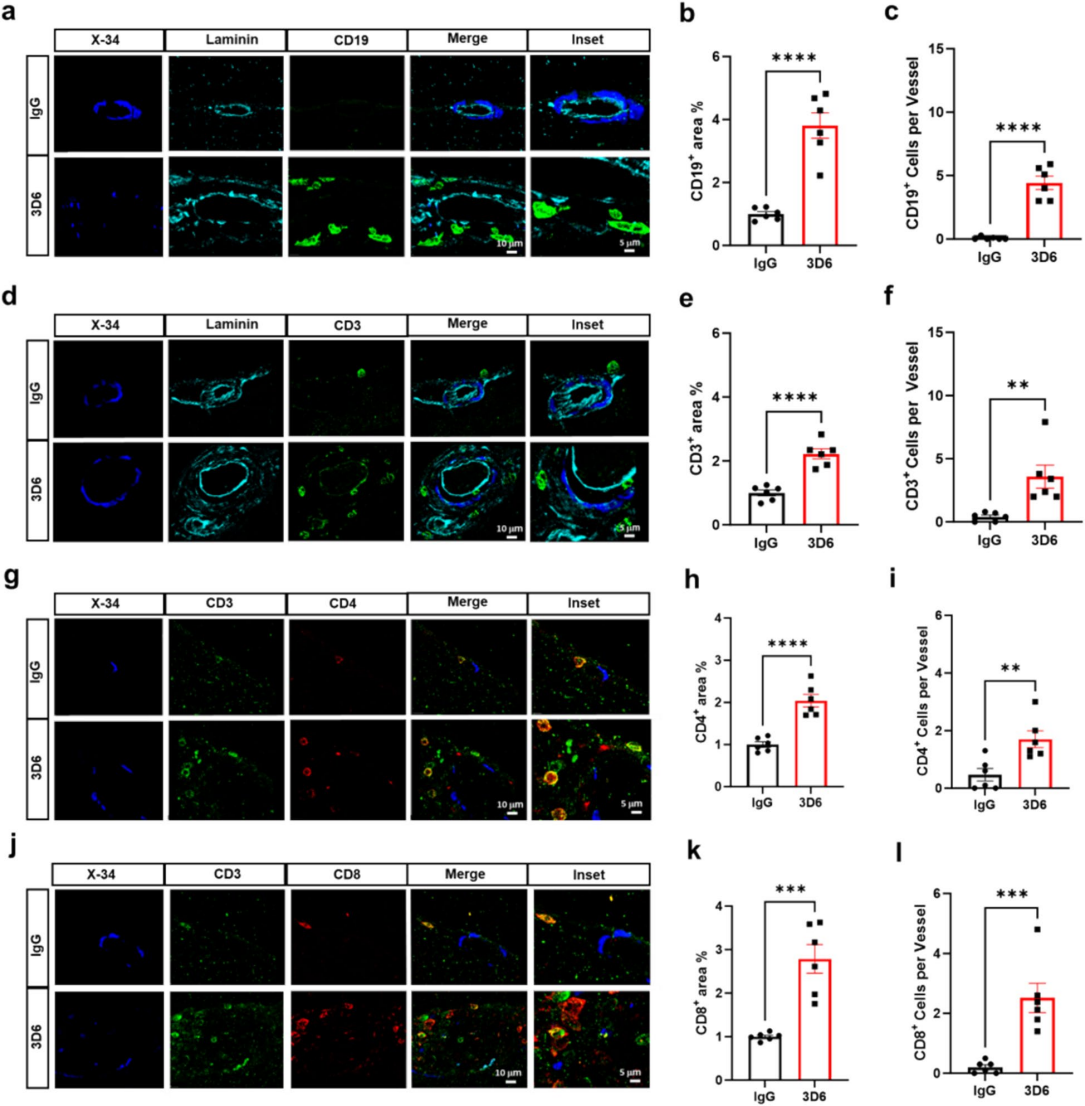
Increased B and T-lymphocytes surrounding vascular amyloid deposits in 3D6-treated PDAPP mice. **a** Triple immunofluorescence of amyloid (X-34, blue), laminin (cyan) and B-cells (CD19, green) in PDAPP mice treated with 3D6 or IgG control. X-34, laminin and CD19 immunoreactivity overlay (Merge). **b** Quantification of CD19^+^ area (%) in IgG or 3D6 treated PDAPP mice. **c** Quantification of CD19^+^ cells per vessel in IgG or 3D6 treated mice. **d** Triple immunofluorescence of amyloid (X-34, blue), laminin (cyan) and T-cells (CD3, green) in PDAPP mice treated with 3D6 or IgG control. X-34, laminin and CD3 immunoreactivity overlay (Merge). **e** Quantification of CD3^+^ area (%) of IgG or 3D6 treated PDAPP mice. **f** Quantification of CD3^+^ cells per vessel in IgG or 3D6 treated PDAPP mice. **g** Triple immunofluorescence of amyloid (X-34, blue), CD3 (green) and CD4 (red) in PDAPP mice treated with 3D6 or IgG control. X-34, CD3 and CD4 immunoreactivity overlay (Merge). **h** Quantification of CD4^+^ area (%) in IgG or 3D6 treated PDAPP mice. **i** Quantification of CD4^+^ cells per vessel in IgG or 3D6 treated PDAPP mice. **j** Triple immunofluorescence of amyloid (X-34, blue), CD3 (green) and CD8 (red) in PDAPP mice treated with 3D6 or IgG control. X-34, CD3 and CD8 immunoreactivity overlay (Merge). **k** Quantification of CD8^+^ area (%) in IgG or 3D6 treated PDAPP mice. **l** Quantification of CD8^+^ cells per vessel in IgG or 3D6 treated PDAPP mice. The number of vascular amyloid deposits analyzed was 8–10 per animal. Results are shown as mean ± SEM of subgroup analysis *n* = 6 (mice). Asterisks indicate significant differences, where ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001 by unpaired Student’s t test. Scale bar 5 μm or 10 μm, respectively

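Fibronectin, a glycoprotein of the extracellular matrix that fibroblasts secrete, had the largest rise of the panel in the leptomeninges of 3D6 mice, at 6.22-fold. Its log2 ratio to the negative controls was 1.55 ± 0.19 (SD, n = 3) in IgG mice and 4.18 ± 0.96 (SD, n = 4) in 3D6 mice, and each of the 4 3D6 mice lay above every IgG mouse. As a ratio to the average of the IgG regions it stood at 8.43 ± 4.58 (SD, n = 4). The difference was 2.64 (standard error 0.49, adjusted p = 0.00327 from limma; exact permutation test, p = 0.057), with 2.57, 2.38 and 3.12 within the runs. The matrix list holds fibronectin alone, so adjusted over the list alone it also rose. The rise of fibronectin exceeded that on penetrating vessels by 2.06 (standard error 0.44, adjusted p = 0.0177 from limma), by 1.8, 2.99 and 1.67 within the runs, and this contrast missed the threshold with the run as a block (adjusted p = 0.0596), without IgG mouse 29 (adjusted p = 0.0566) and with division by the housekeepers (1.17, adjusted p = 0.225). The leptomeningeal difference itself was 1.8 with the housekeepers and 2.03 without normalization, and passed in both.
Over the 82 leptomeningeal regions pooled across the mice, CD45, CD11b and F4/80 were the 3 of 24 proteins most strongly related to fibronectin, with r of 0.85, 0.81 and 0.73. With the mean of each mouse subtracted, F4/80 came 2nd (r = 0.36), CD45 4th (0.34) and CD11b 8th (0.29), with adjusted permutation p of 0.0241, 0.0428 and 0.0484 over 24 partners, and GZMB came 1st (0.41). With Spearman's rho, CD11b passed (0.33, adjusted permutation p = 0.0311), and CD45 (0.28, adjusted permutation p = 0.0981) and F4/80 (0.22, adjusted permutation p = 0.192) did not.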

GeoMX DSP also indicated that fibronectin, a marker for fibroblasts, was markedly elevated following Aβ immunotherapy and closely clustered in the correlation heat map with immune markers CD45, CD11b and F4/80 (Fig. 3, e). In 3D6 treated PDAPP mice, fibroblasts were highly concentrated around vascular amyloid deposits, suggesting fibrotic responses following Aβ immunotherapy (Fig. 5, a-b). 

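Over the 34 leptomeningeal regions of IgG mice, fibronectin had an r of 0.34 with CD45 and of 0.30 with CD11b, and r was positive in each of the 3 mice for both proteins. In 3D6 mice r was 0.35 for CD45 and 0.30 for CD11b over 48 regions, and it was positive in 3 of 4 mice. Subtraction of the mean of each mouse preceded these correlations. Over regions pooled without it, r was 0.43 in IgG mice and 0.55 in 3D6 mice for CD45, and 0.32 and 0.63 for CD11b.
For CD45 the permutation p was 0.0560 in IgG mice (rho 0.31 with permutation p = 0.0772) and 0.0245 in 3D6 mice (rho 0.23 with permutation p = 0.132), and both had an adjusted p of 0.0672 over 6 relations of fibronectin. For CD11b the permutation p was 0.102 in IgG mice (adjusted p = 0.102, rho 0.25 with permutation p = 0.178) and 0.0462 in 3D6 mice (adjusted p = 0.0672, rho 0.34 with permutation p = 0.0201). Without the 2 regions farthest from the median of fibronectin, r was 0.13 and 0.27 for CD45 and 0.22 and 0.26 for CD11b. The difference in r between 3D6 and IgG mice gave p = 1 for each protein in an exact permutation test over the splits of the mice, and p = 0.80 for CD45 and 0.486 for CD11b with pooled regions. With division by the housekeepers each of these relations passed, and r was then higher in IgG mice than in 3D6 mice. It was 0.77 and 0.41 for CD45 and 0.69 and 0.39 for CD11b. The exact permutation p of the difference was 0.114 and 0.143.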

Interestingly, we observed a significant positive correlation between the immune markers CD45 and CD11b with fibroblasts in IgG-treated animals, which was further amplified following Aβ immunotherapy (Fig. 5, c-d). 

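In the leptomeninges, the r of fibronectin with the macrophage protein F4/80 was 0.35 over the regions of IgG mice (rho 0.27) and 0.37 over those of 3D6 mice (rho 0.22), with the mean of each mouse subtracted. In IgG mice r was positive in 3 of 3 mice, and in 3D6 mice in 3 of 4. Over pooled regions, r was 0.11 in IgG mice (permutation p = 0.516) and 0.49 in 3D6 mice (permutation p = 0.00031).
With the means of the mice subtracted, the permutation p for F4/80 was 0.0551 in IgG mice (adjusted p = 0.0672, permutation p of rho = 0.133) and 0.0110 in 3D6 mice (adjusted p = 0.0659, permutation p of rho = 0.142), and r was 0.22 and 0.26 without the 2 regions of most extreme fibronectin. In an exact permutation test of the difference in r between the groups, p was 0.886 with the means subtracted and 0.143 over pooled regions. With division by the housekeepers the order of the groups turned. The r of F4/80 was then 0.69 in IgG mice and 0.41 in 3D6 mice (adjusted permutation p = 6e-05 and 0.0040). The exact permutation p of their difference was 0.114. Without normalization r was 0.76 in IgG mice and 0.54 in 3D6 mice.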

Importantly, we observed a significant positive correlation between the macrophage marker F4/80 and fibroblasts only in 3D6 treated PDAPP mice (Fig. 5, e) consistent with a role of macrophages in inducing fibrotic responses within injured sites [17].

**Fig. 5:**
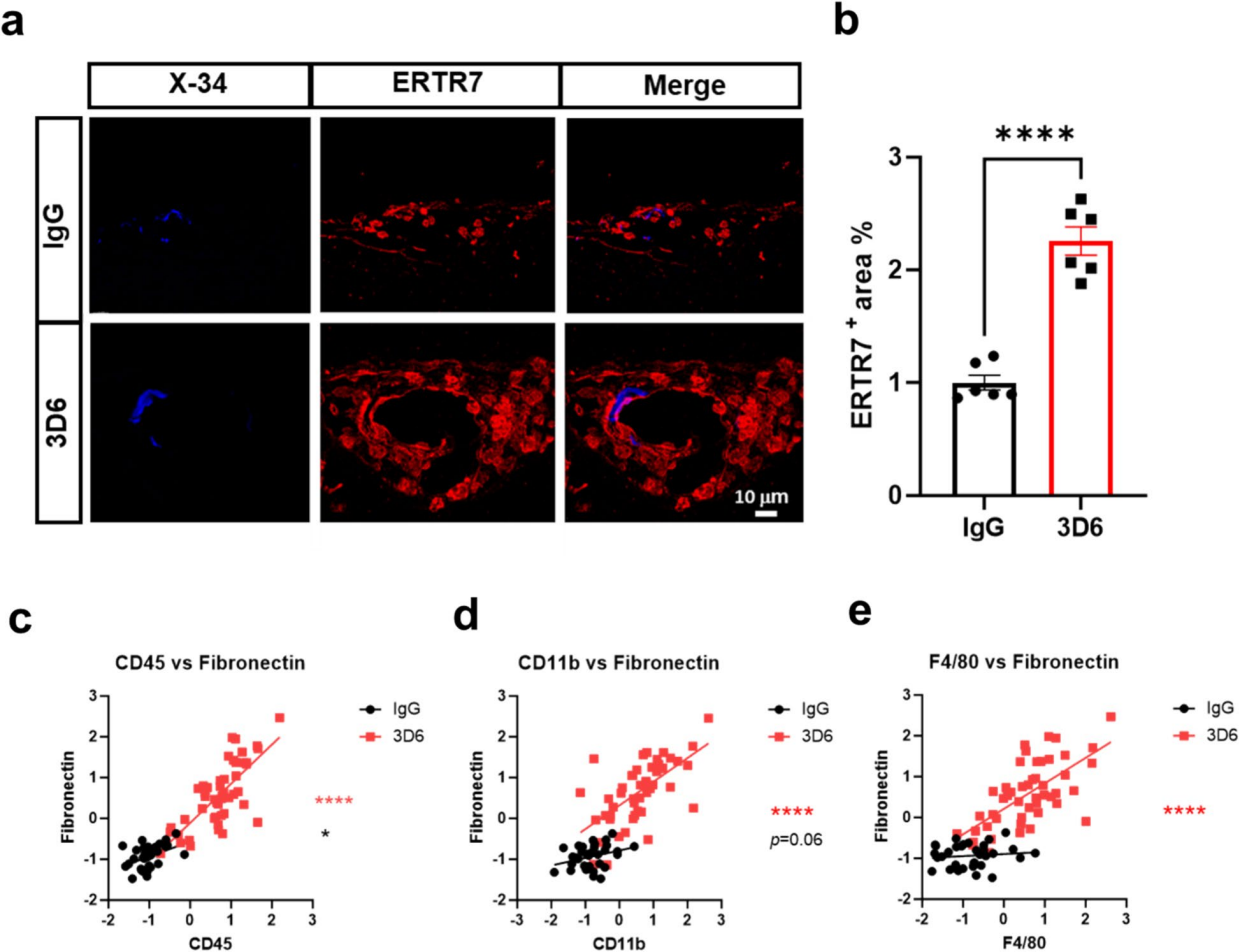
Increased fibrotic response around vascular amyloid deposits in 3D6 Treated PDAPP mice. **a** Double immunofluorescence of amyloid (X-34, blue) and fibroblasts (ERTR7, red) in PDAPP mice treated with 3D6 or IgG control. X-34 and ERTR7 immunoreactivity overlay (Merge). **b** Quantification of ERTR7^+^ area (%) in IgG or 3D6 treated PDAPP mice. Results are shown as mean ± SEM of *n* = 6 (mice). **c** Correlation of CD45 and Fibronectin from individual vessels. **d** Correlation of CD11b and Fibronectin from individual vessels. **e** Correlation of F480 and Fibronectin from individual vessels. Asterisks indicate significant differences, where *p < 0.05 and **** *p* < 0.0001 by unpaired Student’s t test. Scale bar 10 μm

### *Trem2*^+^*resident and monocyte-derived macrophages are highly associated with vascular amyloid deposits following Aβ immunotherapy*

PVMs are a subset of border-associated macrophages (BAMs) in the central nervous system (CNS). Recently fate mapping studies have revealed two distinct subsets of BAMs: monocyte derived BAM-1 are characterized by the expression of MHC-II genes notably *Cd74*, whereas BAM-2 are predominantly yolk-sac derived and express tissue resident macrophage markers such as *Mrc1* [18]. To gain deeper insights into the potential heterogeneity of PVM subsets following Aβ immunotherapy, we examined the abundance of mRNA markers highly indicative of BAM subsets. To determine the spatial distribution of these populations throughout brain, we quantified the percentage area covered by target probes within 100 μm diameter regions across the leptomeningeal surface or around vascular amyloid deposits. Significant increases in both *Mrc1*^+^ and *CD74*^+^ area in the leptomeninges were observed in 3D6-treated PDAPP compared to IgG control, indicating responses from both monocyte-derived (BAM-1) and tissue-resident (BAM-2) macrophages following Aβ immunotherapy (Fig. 6, a-c). Specifically, we found that the both *Mrc1* and *CD74* mRNA transcripts are enriched around vascular amyloid deposits (Fig. 6, d-f). It is interesting to note distinct cellular localization patterns of *Mrc1* and *Cd74* mRNA transcripts with *Mrc1* displaying a pronounced cytoplasmic localization, while *Cd74* appears predominantly nuclear. These findings were further corroborated through immunofluorescence analysis of protein markers for BAM-1 and BAM-2 subsets, namely MHC II and CD36, respectively (Fig. 6, g) and are consistent with our confocal analysis confirming a significant increase in MHC II^+^ area in 3D6-treated PDAPP mice compared to the control IgG group (Supplemental Fig. 5, a and b). In light of recent clinical data highlighting the role of TREM2-agonists antibodies in exacerbating ARIA in AD patients, we sought to investigate the expression of *Trem2* in these macrophage subsets [10]. Notably, our results indicate that Aβ immunotherapy leads to a substantial increase in *Trem2*^+^ area around vessels, with the presence of *Trem2* transcripts identified in both BAM-1 and BAM-2 (Fig. 6, h-i). Importantly, the *Trem2*^+^ area was enriched exclusively around amyloid-positive vessels in 3D6-treated PDAPP mice (Fig. 6, j-m), consistent with a role of TREM2 mediated immune responses to vascular amyloid deposits following Aβ immunotherapy.

**Fig. 6:**
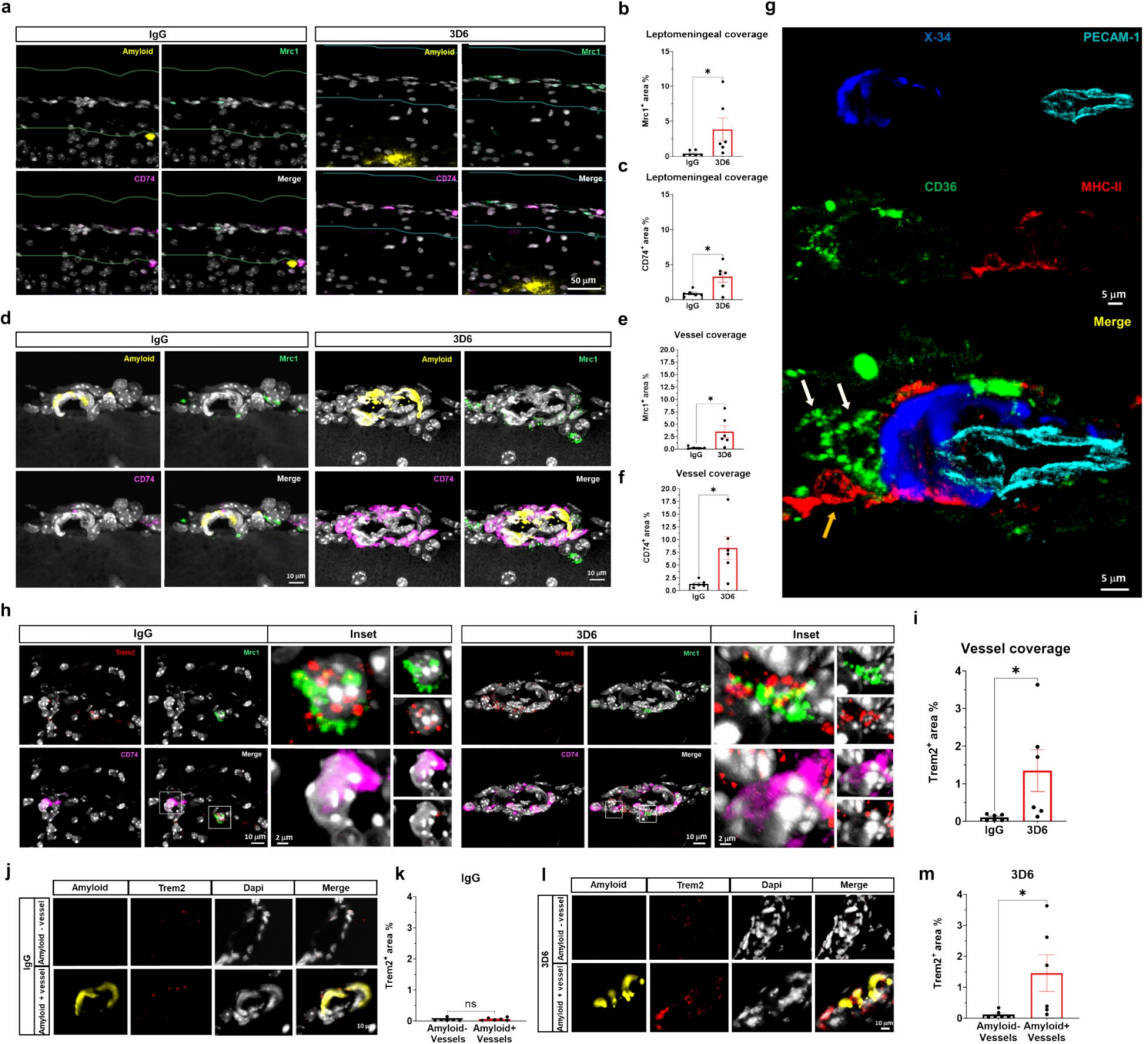
Amyloid immunotherapy is highly associated with increased *Trem2* + macrophages in 3D6 treated PDAPP Mice. **a** Dual RNAscope in situ hybridization of tissue-resident macrophages (Mrc1, green), monocyte-derived macrophages (CD74, purple) and immunofluorescence of amyloid (yellow) across the leptomeninges (colored lines) in PDAPP mice treated with 3D6 or IgG control. Amyloid, Mrc1 and CD74 overlay (Merge). **b** Quantification of leptomeningeal Mrc1^+^ area (%) of IgG or 3D6 treated PDAPP mice. **c** Quantification of leptomeningeal CD74^+^ area (%) in IgG or 3D6 treated PDAPP mice. **d** Dual RNAscope in situ hybridization of tissue-resident macrophages (Mrc1, green), monocyte-derived macrophages (CD74, purple) and immunofluorescence of amyloid (yellow) around amyloid^+^ vessels in PDAPP mice treated with 3D6 or IgG control. Amyloid, Mrc1 and CD74 overlay (Merge). **e** Quantification of Mrc1^+^ area (%) of amyloid^+^ vessels in IgG or 3D6 treated PDAPP mice. **f** Quantification of CD74^+^ area (%) of amyloid^+^ vessels in IgG or 3D6 treated PDAPP mice. **g** Four-color immunofluorescences of amyloid (X-34, blue), endothelial cells (Pecam-1, cyan), tissue-resident macrophages (CD36, green, white arrow) and monocyte-derived macrophages (MHC II, red, yellow arrow) around vascular amyloid deposits in PDAPP mice treated with 3D6. **h** Multiplex RNAscope image of Trem2 (red), tissue-resident macrophages (Mrc1, green) and monocyte-derived macrophages (CD74, purple) around vessels in PDAPP mice treated with 3D6 or IgG control. Trem2, Mrc1 and CD74 immunoreactivity overlay (Merge). **i** Quantification of Trem2^+^ area (%) of vessels in IgG or 3D6 treated PDAPP mice. The number of vessels analyzed was 20. **j** Triple immunofluorescence of amyloid^+^ (yellow) or amyloid^−^ vessels, Trem2 (red) and dapi in PDAPP mice treated with IgG control. Amyloid, Dapi, Trem2 immunoreactivity overlay (Merge). **k** Quantification of Trem2^+^ area (%) of IgG in amyloid^+^ or amyloid^−^ vessels. **l** Triple immunofluorescence of amyloid^+^ (yellow) or amyloid^−^ vessels, Trem2 (red) and dapi in PDAPP mice treated with 3D6. **m** Quantification of Trem2^+^ area (%) of 3D6 in amyloid^+^ or amyloid^−^ vessels. The number of vessels analyzed was 3–7 per animal. Results are shown as mean ± SEM of *n* = 6 (mice). Asterisks indicate significant differences, where *p < 0.05, by unpaired Student’s t test. Scale bar 50 μm, 10 μm, 5 μm or 2 μm respectively

## Discussion

Amyloid-related imaging abnormalities (ARIA) have emerged as the most serious adverse events following Aβ immunotherapy, significantly impacting cerebrovascular health. Consistent with our prior findings [9], a strong association between PVM activation and the development of microhemorrhages has been observed in patients who succumbed to ARIA-related events in the Lecanemab clinical trial [7, 8]. In our current investigation, we have furthered our understanding of the consequences of PVM activation following Aβ immunotherapy, uncovering multiple aspects of cerebrovascular damage, including compromised BBB integrity, profound smooth muscle cell loss and vascular fibrosis. The use of multiplexing GeoMx DSP has allowed us to examine changes in multiple immune protein markers within individual blood vessels, revealing that cerebrovascular damage is associated with distinct immune activations.

First, we found that smooth muscle cell loss is not associated with overall PVM responses but is strongly linked to peripheral immunity, particularly T-cell activation. Notably, following Aβ immunotherapy, activated T-cells were localized around vascular amyloid deposits and correlated to smooth muscle cell loss, suggesting a potential connection between peripheral immune cell infiltration and increased vascular permeability. Interestingly, a significant association between T-cell activation and smooth muscle cell loss was also observed in IgG-control treated PDAPP mice (Fig. 3, g and h), indicating that these immune responses occur prior to Aβ immunotherapy, likely triggered by the deposition of CAA. Additionally, the increased expression of MHC II highlighted the active involvement of antigen presentation around vascular amyloid deposits, suggesting a potential role of CD4 T-cells in vascular inflammation associated with smooth muscle loss. These findings suggest two possibilities: infiltrating immune cells may accelerate smooth muscle cell loss, or conversely, smooth muscle cell loss may facilitate immune cell infiltration. Indeed, the occurrence of vascular inflammation and smooth muscle cell loss are prevalent features documented in the progression of CAA cases, with amyloid gradually replacing smooth muscle cells along vessel walls leading to severe degenerative changes associated with cerebral hemorrhage [19, 20]. These results underscore the need for comprehensive evaluation of CAA induced vascular damage in AD, as a key risk factor for ARIA. Unlike smooth muscle cells, endothelial cells are remarkably well preserved even in severe cases of CAA [14, 21]. In alignment with these findings, our data also demonstrate the overall preservation of endothelial cells and, intriguingly, increased endothelial VEGF expression after Aβ immunotherapy. Additionally, we observed increased AQP4 and GFAP expression, indicating a compensatory increase in the barrier response by the glia limitans following Aβ immunotherapy. The precise role of VEGF and AQP4 in regulating the induction or resolution of microhemorrhages, vascular damage, edema or ARIA-E at this stage requires further investigation.

Furthermore, GeoMx DSP revealed the upregulation of fibrotic responses following Aβ immunotherapy mediated vascular injury. The fibrosis marker fibronectin was highly enriched and clustered with immune markers CD45, CD11b, and notably the macrophage marker F4/80, consistent with the role of macrophages in inducing tissue fibrosis [22]. The role macrophages in tissue repair, regeneration, and fibrosis has been extensively studied [17], highlighting their crucial immunoregulatory function in shaping cellular and molecular interactions that influence the fibrotic response. While initially beneficial for wound healing, this process can become maladaptive if it leads to excessive extracellular matrix (ECM) deposition, creating a feedback loop that sustains inflammation and promotes vascular stiffening and reduced compliance [22]. The balance between fibrotic responses and the cross-talk between macrophages and fibroblasts could therefore play a critical role in understanding the pathological remodeling of the vasculature and the potential long-term consequences of fibrosis, hardening and scarring of blood vessels following Aβ immunotherapy-related vascular damage.

BAMs are macrophages situated at various CNS interfaces (such as the dura mater, subdural meninges, leptomeninges, perivascular Virchow-Robin spaces, and choroid plexus). Fate mapping studies indicate that BAMs undergo partial dilution by bone marrow-derived macrophages postnatally, reflecting monocytic input, turnover, and replacement at steady state [18]. In our study, RNA in situ hybridization revealed local accumulation of PVMs around vascular amyloid deposits after Aβ immunotherapy consists of two distinct subsets: those of monocytes derived (*CD74*^+^*,* BAM-1) and tissue-resident (*Mcr1*^+^*,* BAM-2). While the functional difference between BAM-1 and BAM-2 remains unclear, it is intriguing that BAM-1 express high levels of MHC-II and other antigen presentation machinery, suggesting a potential important role in modulating CD4 T-cell immunity during Aβ immunotherapy. TREM2 is an activating receptor expressed in many macrophage populations, including microglia, and has been recognized for its protective role in limiting amyloid deposition and toxicity [23]. In this study, we have demonstrated that both BAM-1 and BAM-2 around vascular amyloid deposits express high level of *Trem2* following Aβ immunotherapy. This observation is particularly significant in light of recent clinical data linking TREM2-agonist antibodies to increased vascular damage and ARIA in Alzheimer's disease (AD) patients [10], suggesting a potential role for TREM2 in regulating microhemorrhages and ARIA. To this extent our confirmation of increased *Trem2*^+^ area around vessels and *Trem2* expression in both PVM subsets provides a plausible explanation for increased ARIA in AD patients and establishes a significant connection between Aβ immunotherapy, vascular damage, compromised BBB integrity, and the recruitment of peripheral and vascular resident immune cells to vascular amyloid deposits; therefore, caution should be exercised when considering the combination of amyloid and TREM2 immunotherapies.

Although both ARIA-H and ARIA-E in AD patients involve immune activation and vascular changes, their underlying mechanisms may differ. Our model resembles ARIA-H, characterized by direct vascular damage and bleeding, potentially driven by macrophages, T-cell activation and smooth muscle cell loss. In contrast, understanding ARIA-E is more challenging due to the limited availability of mouse models but suggests immune activation and vascular changes could be linked to BBB breakdown and fluid leakage. This process is likely mediated by the recruitment of macrophages and the release of matrix metalloproteinases (MMPs) and other enzymes that degrade the extracellular matrix and compromise the BBB. Unlike ARIA-H, which involves overt bleeding, ARIA-E may result from more subtle leakage, leading to fluid accumulation without significant red blood cell extravasation.

Overall, our work suggests that the formation of 3D6 immune complexes with vascular amyloid deposits initiates an immune response cascade, likely beginning with tissue-resident macrophages interacting with these complexes to create an inflammatory environment that recruits peripheral immune cells. Activation of T-cells and potentially granulocytes appears to play a critical role, as they are closely linked to the loss of smooth muscle cells, which may increase vascular permeability and exacerbate vascular damage, ultimately resulting in microhemorrhage. We also identified a potential role for macrophages in promoting fibrotic responses, suggesting extensive tissue remodeling as part of the wound healing process following microhemorrhage. However, due to the lack of sensitive markers available to detect the rapid and transient dynamics of acute BBB leakage, the precise relationship between vascular changes and sites of antibody binding or acute microbleeds remains elusive. This limitation highlights the need for further research to explore these relationships in greater detail and develop more refined tools for detecting early-stage vascular changes to clarify these precise relationships.

## Conclusions

In summary, our findings establish a significant connection between Aβ immunotherapy, vascular damage, compromised BBB integrity, and the recruitment of both peripheral and vascular resident immune cells to vascular amyloid deposits. This provides compelling evidence that the observed changes are indeed linked to the downstream consequences of macrophage engagement and activation by immune complexes rather than the redistribution of Aβ from the brain parenchyma to the cerebral vasculature. While these insights enrich our understanding of CAA-mediated immune response following Aβ immunotherapy, further investigations are imperative to fully comprehend the implications of this phenomenon on microhemorrhage susceptibility. Specifically, understanding the immediate downstream consequences of macrophage activation and elucidating the specific roles played by tissue-resident and monocyte-derived macrophages are crucial in unraveling the interplay between immune activation and vascular damage triggered by Aβ immunotherapy. Nevertheless, we acknowledge that the specific roles played by resident and monocyte-derived macrophages during Aβ immunotherapy remain incompletely understood. To delve deeper into these differences, conducting further transcriptomic analyses using multiplex spatial transcriptomics, as well as examining human brain samples—particularly those from clinical immunotherapy trials—will be imperative. This approach will allow us to comprehensively dissect the interplay of diverse immune populations and the functional roles of various macrophage populations in the human brain during Aβ immunotherapy, ultimately helping to decipher the precise mechanisms leading to microhemorrhages.

## Methods

### Transgenic mouse model

PDAPP and hTau APP KI male and female mice were used in our experiments, including digital spatial profiling and immunohistochemistry (IHC) analyses. PDAPP colony (line 13,388) was established through an inbreeding exercise wherein mice were inbred from selected litters that maintained decreased variability in both soluble and insoluble Aβ. The plaque deposition phenotype of the inbred PDAPP line 13,388 was similar to the originally described PDAPP colony [11]. The pathology of APP KI mice is characterized by predictable plaque development with progressive increases in parenchymal amyloid pathology as well as mild but detectable cerebral amyloid angiopathy [24]. PDAPP mice received weekly subcutaneous injections of 3D6 (anti-Aβ1-x,IgG2b) (25 mg/kg) or twice-weekly subcutaneous injections of IgG (IgG2a isotype) (50 mg/kg) for three months. hTau APP KI mice received weekly subcutaneous injections of biotynlated-3D6 (anti-Aβ1-x,IgG2b) (25 mg/kg) or weekly subcutaneous injections of IgG (IgG2a isotype) (25 mg/kg) for one month. For dosing experiments, 23-to 26-month-old were utilized. This age was selected due to the extensive vascular amyloid accumulation at 23–26 months of age in the PDAPP and hTau APP KI models. All experiments were performed in accordance with the Institutional Animal Care and Use Guidelines for Eli Lilly.

### Brain sections immunofluorescence

Mice were anesthetized with avertin and perfused with ice-cold PBS. Brains were carefully removed from the cranium to avoid separating the meninges and fixed in 4% (wt/vol) paraformaldehyde (PFA) for 24 h followed by cryoprotection in 30% (wt/vol) sucrose in PBS solution. hTau APP KI brains were subsequently frozen and coronally sectioned (10 μm thick) using a freezing/sliding microtome. PDAPP coronal brain Sects. (10 μm thick) were paraffin embedded, deparaffinized in xylene, rehydrated in ethanol (EtOH) and washed with deionized water. Then, sections were heated in low pH 1 × citrate buffer for 30 min. After washing in PBS for 5 min twice, the sections were blocked with a solution of 5% goat serum and 0.01% Triton X-100 in PBS for 1 h at room temperature (RT). Sections were then incubated overnight at 4 °C with the following antibodies, each diluted 1:100 in blocking solution: anti-Fibrinogen ( PA1-85,429, ThermoFisher), anti-SMA (PA585070, ThermoFisher), anti-CD 31 (14–0311-82, ThermoFisher), anti-VEGF (19,003–1-AP, ThermoFisher), anti-Cldn5 (34–1600, ThermoFisher), anti-GFAP (13–030-0, ThermoFisher), anti-AQP4 (50–173-0968, ThermoFisher), anti-CD19 (14–0194-82, ThermoFisher), anti-CD3 (PIMA514524, Fisher), anti-CD4 (14–9766-82, ThermoFisher), anti-CD8 (14–0808-82, ThermoFisher), anti-Laminin (NB300-144,NovusBio) anti-MHC II (107,610, Citeab), anti-ERTR7 (NB100-64932, Novus) and anti-CD36 (18,836–1-AP, ThermoFisher). The next day, the sections were washed 3 times in PBS and incubated with the following secondary antibodies,1 h at room temperature, diluted 1:100 in blocking solution: goat anti-mouse IgG 555 (A31570, ThermoFisher), goat anti-mouse IgG 647 (A32728,ThermoFisher), goat anti-rabbit IgG 555 (A32732,ThermoFisher), goat anti-rabbit IgG 647 (A32733,ThermoFisher), goat anti-rat IgG 555 (A21434,ThermoFisher), goat anti-rat IgG 647 (A48272,ThermoFisher), streptavidin 488 (S32354, ThermoFisher). Slides were then crosslinked with 4% pfa for 5 min followed by two 5-min washes in deionized PBS. Amyloid was stained with X-34 (SML1954, 1:10,000) prepared in 50% EtOH in TBS for 10 min at RT, followed by two 5-min washes in 50% EtOH and two 5-min washes in PBS. Finally, the sections were washed in PBS and mounted with ProLong Diamond Antifade medium (P36961, ThermoFisher).

### Microhemorrhage analysis

Slides were mounted with six μm thick coronal tissue sections for detection of vascular bleeds marked by hemosiderin deposits by incubating in 2% potassium ferrocyanide (EMS, 26,613–01) in 2% hydrochloric acid for 30 min followed by two 5-min washes in PBS. Slides utilized for microhemorrhage analysis were counter stained with nuclear fast-red (N8002, Sigma-Aldrich) for 5 min followed by a 5-min wash in PBS. Finally, the sections were washed in PBS and mounted with ProLong Diamond Antifade medium (P36961, ThermoFisher). Whole brain slices were scanned using the Zeiss AxioScan Z.1 with a 20X objective (0.8NA). Images were then analyzed for region of interest defined along images of tissue edges (100 μm wide) and Hemosiderin^+^ signal was thresholded to quantify percent coverage of stain relative to ROI using HALO v3.5 image analysis suite (Indica Labs).

### GeoMx digital spatial profiling

Assay was performed on 10 μm thick FFPE (Formalin-fixed paraffin-embedded) coronal brain sections from IgG- and 3D6-treated PDAPP mice. Sections were mounted onto charged slides and underwent baking at 65 °C in a drying oven for 2 h prior to deparaffinization. Slides were deparaffinized and rehydrated by incubating in CitriSolv (Decon Labs) 3 times for 5 min each followed by 2 washes of 100% ethanol for 5 min and 2 washes of 95% Ethanol for 5 min and 2 washes of distilled water for 5 min each. The following steps were conducted on the BOND RXm (Leica Biosystems®, Baden-Wurttemberg, Germany) instrument. Slides were removed from the BOND RXm and were incubated overnight at 4 °C with a multiplexed cocktail of primary antibodies each of which are conjugated to unique ultraviolent-photocleavable oligonucleotide tags (GeoMx Immune Profile Core and Immune Cell Typing modules containing 31 targets, including 6 control probes). Additional fluorescently labeled antibodies were used as morphology markers to select regions of interest (ROIs). In the current study, the morphology markers included β-amyloid (MOAB-2, Novus Biologicals, NBP2-13075AF594), and laminin (Novus Biologicals, NB300-144AF532) to visualize β-amyloid deposition and neuro-vasculature, respectively. Following overnight incubation, slides were washed 3 times in 1X tris-buffered saline with Tween-20 (TBS-T) for 10 min each. Slides were then post-fixed in 4% paraformaldehyde (ThermoFisher, FB002, R37814) for 30 min at room temperature followed by two washes of TBS-T for 5 min each. For nuclear staining, slides were incubated in 1:10 dilution of Nuclear Stain Morphology Kits (DNA dye, SYTO 13), for 15 min at room temperature. Slides were washed with TBS-T for 5 min and loaded onto the GeoMx™ DSP according to the manufacturer’s instructions. In total, 7 mice (IgG treated *n* = 3 and 3D6 treated *n* = 4) were analyzed using NanoString GeoMx™ DSP technology. For each mouse, 12 CAA containing leptomeningeal and 12 CAA containing penetrating vessels were selected as ROIs for high-resolution multiplex profiling, comprising a total of 24 ROIs per animal. A 100-μm in diameter circle was selected as the center ROI surrounding each blood vessel with β-amyloid deposition. The specific 100 μm ROIs for molecular profiling were then sequentially processed by the microscope automation, as previously described [25–27]. In brief, ROIs were selectively illuminated with UV light to release the indexing oligos by coupling UV LED light with a double digital mirror device module. Following each UV illumination cycle, the eluent was collected from the defined region and transferred to an individual well of a microtiter plate. Once all ROIs were processed, pools of released indexing oligos were hybridized to NanoString optical barcodes for digital counting based on the manufacturer's directions. Hybridizations were performed at 65 °C overnight in a thermocycler. After hybridization, samples were processed using the nCounter Prep Station and Digital Analyzer as per manufacturer instructions. Data were normalized to technical controls and areas. Digital counts were normalized with negative controls (Rt IgG2b, Rb IgG, and Rt IgG2a).

### *RNAscope *in situ* hybridization*

In short, 5 μm thick FFPE fixed coronal mounted tissue sections were serially dehydrated in 50%, 70%, 95%, 100% and 100% ethanol for 5 min each. In between all pretreatment steps, tissue sections were briefly washed with ultra-pure water. Incubation, wash, and probe application periods were performed by utilizing the RNAscope® LS Multiplex Fluorescent Reagent kit system (Advanced Cell Diagnostics) and RNAscope® LS 4-plex Ancillary Kit for Multiplex Fluorescent Reagent (Advanced Cell Diagnostics) on the BOND RX (Leica). Mounted slices were treated with pretreat solution 3 (protease reagent) for 15 min at 40 °C. Slides were then incubated with custom mouse CD74 RNAscope® probes (catalog #437,508-C4, ACD), Mrc1 (Catalog #437,518-C1, ACD) Trem2 (Catalog #404,118-C2, ACD). Following in situ hybridization, the sections were processed for immunohistochemistry. Briefly, following the blocking step with 5% normal goat serum (NGS) in PBS for 1 h at room temperature, post-hybridized slides were incubated 1:100 dilution with a 555-fluorescent conjugated antibody (NBP2-13075R, Novus) or 647-fluorescent conjugated antibody (NBP2-13075AF647, Novus) against amyloid in the presence of 2% NGS in PBS overnight at 4 °C. Brain sections were rinsed with PBS three times and incubated for 5 min in PBS with DAPI solution (1:50,000) for counterstained nuclei. Whole brain slices were scanned using the Zeiss AxioScan Z.1 with a 20X objective (0.8NA). Images were then analyzed for region of interest defined around vessels (100 μm circle) or along tissue edges (100 μm wide) and CD74^+^, Mrc1^+^, and Trem2^+^ signal was thresholded to quantify percent coverage of stain relative to ROI using HALO v3.5 image analysis suite (Indica Labs).

### Microscopy and image analysis

For image analysis of mouse brain sections, we used ImageJ software v1.53 (NIH) to create one index that represented changes in the number of Fibrinogen^+^,SMA^+^,PECAM-1^+^, VEGF^+^,Cldn5^+^,GFAP^+^, AQP4^+^, CD19^+^,CD3^+^,CD4^+^, CD8^+^, MHC II^+^,or CD36^+^ pixels divided by the total number of pixels in the image, expressed as ( +) area %. To ensure the representativeness of our study's findings, we applied random selection when choosing animals from the total population for subsequent immunohistological investigations. A subgroup of 3D6 and IgG treated PDAPP mice (6 animals each) was randomly selected across microhemorrhage groups and cerebral cortices were examined using a SP8 confocal microscope (Leica), 63 × objective with a 0.15 μm z-step. We analyzed 8–10 vascular amyloid deposits from both the leptomeninges and penetrating vessels per animal across the entire coronal sections, using two brain sections per mouse. We quantified X-34^+^ area across the leptomeninges, focusing on a 100 μm diameter region along the entire leptomeningeal surface, while the vascular amyloid^+^ area percentage was assessed based on 3D6 immunoreactivity. Furthermore, we quantified the leptomeningeal diameters in microns by measuring from the border of the tissue edge to the pial surface. Results are shown as mean ± SEM of subgroup analysis *n* = 6 (mice). For colocalization quantification, images were analyzed in Imaris v8.4 (Bitplane) to determine relative colocalization coefficients (colocalization ratio) using Manders’ coefficients [28].

### Statistics and reproducibility

The details about experimental design and statistics used in different data analyses performed in this study are given in the respective sections of results and methods. Sample sizes were determined based on previous publications. Significance in NanoString experiments was assessed employing a two-stage linear step-up procedure by Benjamin, Krieger, and Yekutieli through a multiple t test (unpaired t test on each row) [29]. The adjusted p-value threshold was set at alpha 0.05, utilizing the Holm-Sidak correction method. The results are represented as -log10 adjusted *p*-values for clarity. Additionally, ratio builder generated ratios of relative expression of target probes, calculating the ratio of each probe in every segment relative to the average of one or more segments chosen as the baseline. Pearson correlation analysis was used to analyze the relationship between different immune cells in Spotfire software and *P* < 0.05 was considered statistically significant. For imaging experimental modalities utilized in this study, a minimum of six independent biological replicates were employed to ensure robust and reliable results. Investigators were blinded for staining experiments. GraphPad Prism v10 was used to perform all statistical analyses. Statistical significance between groups was calculated using a student’s *t*-test (two-tailed). Data is presented as the mean ± SEM unless otherwise stated. *, **, *** and **** denote *p* < 0.05, *p* < 0.01, *p* < 0.001 and *p* <  < 0.0001, respectively. No other statistical comparisons were significant unless otherwise noted.

## Supplementary Information

Supplementary Material 1.  Supplemental Fig. 1. Reduced amyloid immunoreactivity is associated with vascular damage in 3D6 treated PDAPP mice. (a) Prussian Blue (hemosiderin, blue) labeled microhemorrhages in the leptomeninges of PDAPP mice treated with IgG or 3D6. (b) Quantification of Prussian blue + area (%) in brain coronal sections of IgG or 3D6-treated PDAPP mice. (c) Measurement of the diameter (dashed line) of the leptomeninges in PDAPP mice treated with IgG or 3D6. (d) Correlation of Prussian Blue + area and vascular amyloid immunoreactivity in PDAPP mice treated with IgG. (e) Correlation of Prussian Blue + area and vascular amyloid immunoreactivity in PDAPP mice treated with 3D6. For quantifications, total coronal sections were used, and each data point indicates an animal *n* = 20–25 (mice). (f) Fibrinogen (red) immunoreactivity in the leptomeninges of PDAPP mice treated with 3D6 or IgG control. (g) Quantification of fibrinogen + area (%) of IgG or 3D6 treated PDAPP mice. (h) Amyloid deposits (X-34, blue) in PDAPP mice treated with IgG or 3D6. (i) Quantification of X-34 + area (%) across the leptomeninges in PDAPP mice treated with IgG or 3D6, focusing on a 100 μm diameter region across the entire leptomeningeal surface. (j) Quantification of X-34 + area (%) across the parenchyma of IgG or 3D6 treated PDAPP mice. Results are shown as mean ± SEM of subgroup analysis *n* = 6 (mice), asterisks indicate significant differences, where **p < 0.01, ****p < 0.0001 by unpaired Student's t test. Scale bar 50 and 100 μm respectively.  Supplemental Fig. 2. Claudin-5 is unchanged in 3D6 treated PDAPP mice. (a) Four-color immunofluorescence of amyloid (X-34, blue), fibrinogen (red), claudin 5 (Cldn5, green) and endothelial cells (PECAM-1, cyan) in PDAPP mice treated with 3D6 or IgG control. X-34, Fibrinogen, Cldn5 and PECAM-1 immunoreactivity overlay (Merge). (b) Quantification of Claudin 5 +  area (%) in IgG or 3D6 treated PDAPP mice. (c)  Quantification of Claudin 5 +  intensity of endothelial cells in IgG or 3D6 treated PDAPP mice. The number of vascular amyloid deposits analyzed was 8–10 per animal. Results are shown as mean ± SEM of subgroup analysis *n* = 6 (mice). Scale bar 3 μm.  Supplemental Fig. 3. Peripheral immune cells are not highly recruited around vascular amyloid deposits of penetrating vessels in 3D6 treated PDAPP Mice. (a) 100 μm ROI selections of vascular amyloid deposits in the penetrating vessels of PDAPP mice. Triple immunofluorescence of nuclei (blue), amyloid (green) and laminin (red). (b)  Volcano plots showing directed differentially expressed protein markers in PDAPP mice treated with 3D6. (c) GeoMx DSP generated heatmap of protein expression (yellow = upregulation, purple = downregulation). (d) Ratio builder of relative expression of target probes. (e) Correlation heatmap of protein expression. (f) Correlation of CD4 and SMA from individual vessels. (g) Correlation of CTLA4 and SMA from individual vessels. (h) Correlation of CD28 and SMA from individual vessels. (i) Correlation of Ly6G/Ly6C and SMA from individual vessels. (j) Correlation of CD45 and SMA from individual vessels. (k) Correlation of F4/80 and SMA from individual vessels. In total 7 mice (IgG treated *n* = 3 and 3D6 treated *n* = 4) were analyzed using NanoString GeoMx™ DSP technology representing 12 CAA containing penetrating vessels per animal. Asterisks indicate significant differences, where * *p*  < 0.05, by unpaired Student’s t test. Scale bar 100 μm.  Supplemental Fig. 4. Infiltrating T-cells are not observed after 1 month of 3D6 treatment in hTau APP KI PDAPP mice. (a) Triple immunofluorescence of amyloid (X-34, blue), CD3 (green) and CD4 (red) in hTau APP KI mice treated with 3D6 or IgG control. X-34, CD3 and CD4 immunoreactivity overlay (Merge). (b) Quantification of CD4 + area (%) in IgG or 3D6 treated hTau APP KI mice. (c) Quantification of CD4 + cells per vessel in IgG or 3D6 treated hTau APP KI mice. (d) Triple immunofluorescence of amyloid (X-34, blue), CD3 (green) and CD8 (red) in hTau APP KI mice treated with 3D6 or IgG control. X-34, CD3 and CD8 immunoreactivity overlay (Merge). (e) Quantification of CD8 + area (%) in IgG or 3D6 treated hTau APP KI mice. (f) Quantification of CD8 + cells per vessel in IgG or 3D6 treated hTau APP KI mice. Results are shown as mean ± SEM of *n* = 3 (mice). Scale bar 10 μm.  Supplemental Fig. 5. Increased MHC II around vascular amyloid deposits in 3D6 treated PDAPP mice. (a) Triple immunofluorescence of amyloid (X-34, blue), major histocompatibility complex class II molecules (MHC II, red) and endothelial cells (PECAM-1, cyan) in PDAPP mice treated with 3D6 or IgG control. X-34, MHC II and PECAM-1 immunoreactivity overlay (Merge). (b) Quantification of MHC-II + area (%) in IgG or 3D6 treated PDAPP mice. Results are shown as mean ± SEM of *n* = 6 (mice). Asterisks indicate significant differences, where *** *p* < 0.001 by unpaired Student’s t test. Scale bar 10 μm.

## Data Availability

The NanoString data supporting the conclusions of this article are available at NCBI’s Gene Expression Omnibus (GEO) and is accessible via series accession numbers GSE253388.

## Abbreviations

Aβ: Amyloid-β
AD: Alzheimer disease
APP: Amyloid precursor protein
AQP4: Aquaporin 4
ARIA: Amyloid-related imaging abnormalities
ARIA-E: (Amyloid-Related Imaging Abnormalities with Edema)
ARIA-H: (Amyloid-Related Imaging Abnormalities with Hemorrhage)
A.U.: Arbitrary units
BAM: Border-associated macrophages
BBB: Blood brain barrier
CAA: Cerebral amyloid angiopathy
CNS: Central nervous system
CTLA4: Cytotoxic T-lymphocyte associated protein 4
DSP: Digital spatial profiling
GZMB: Granzyme B
IgG: Immunoglobulin G
MHC II: Major histocompatibility complex 2
PECAM-1: Platelet/endothelial cell adhesion molecule-1
PVM: Perivascular macrophage
SMA: Smooth muscle actin
TREM2: Triggering receptor expressed on myeloid cells 2
VEGF: Vascular endothelial growth factor

# Supplementary material for: Amyloid-β (Aβ) immunotherapy induced microhemorrhages are linked to vascular inflammation and cerebrovascular damage in a mouse model of Alzheimer’s disease
**Source:** Mol Neurodegener. 2024 Oct 21;19:77. doi: 10.1186/s13024-024-00758-0

**Supplemental figure 1**

**
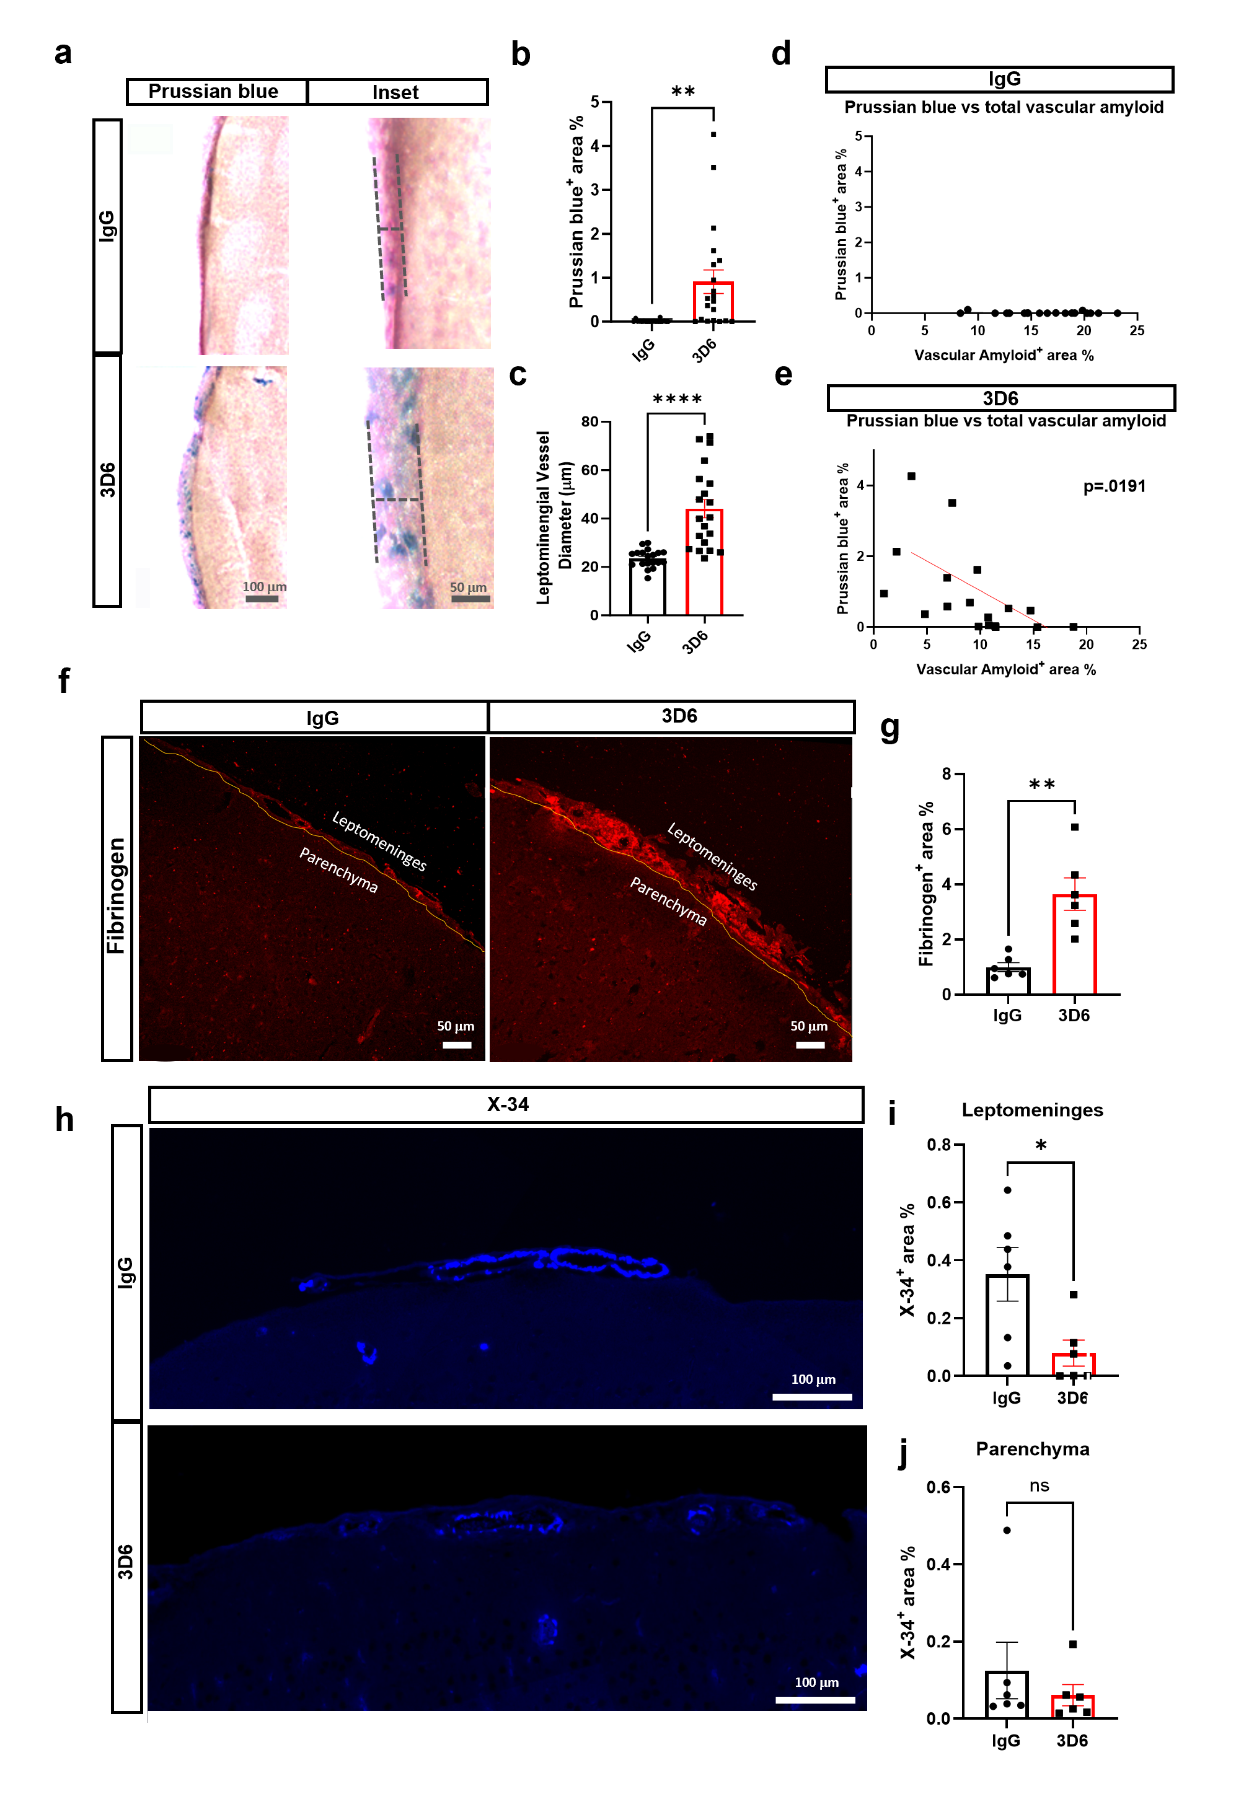
**

**Supplemental figure 2**

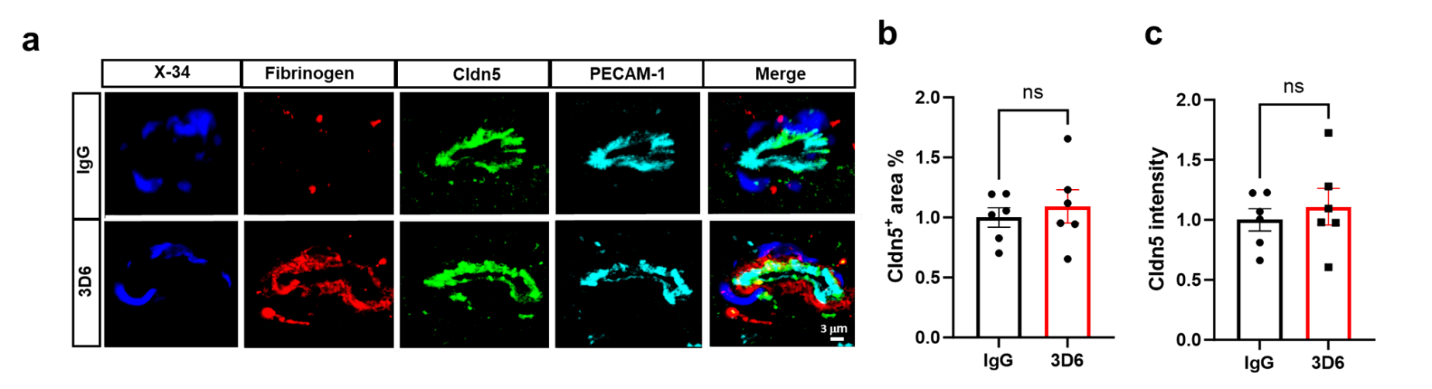

**
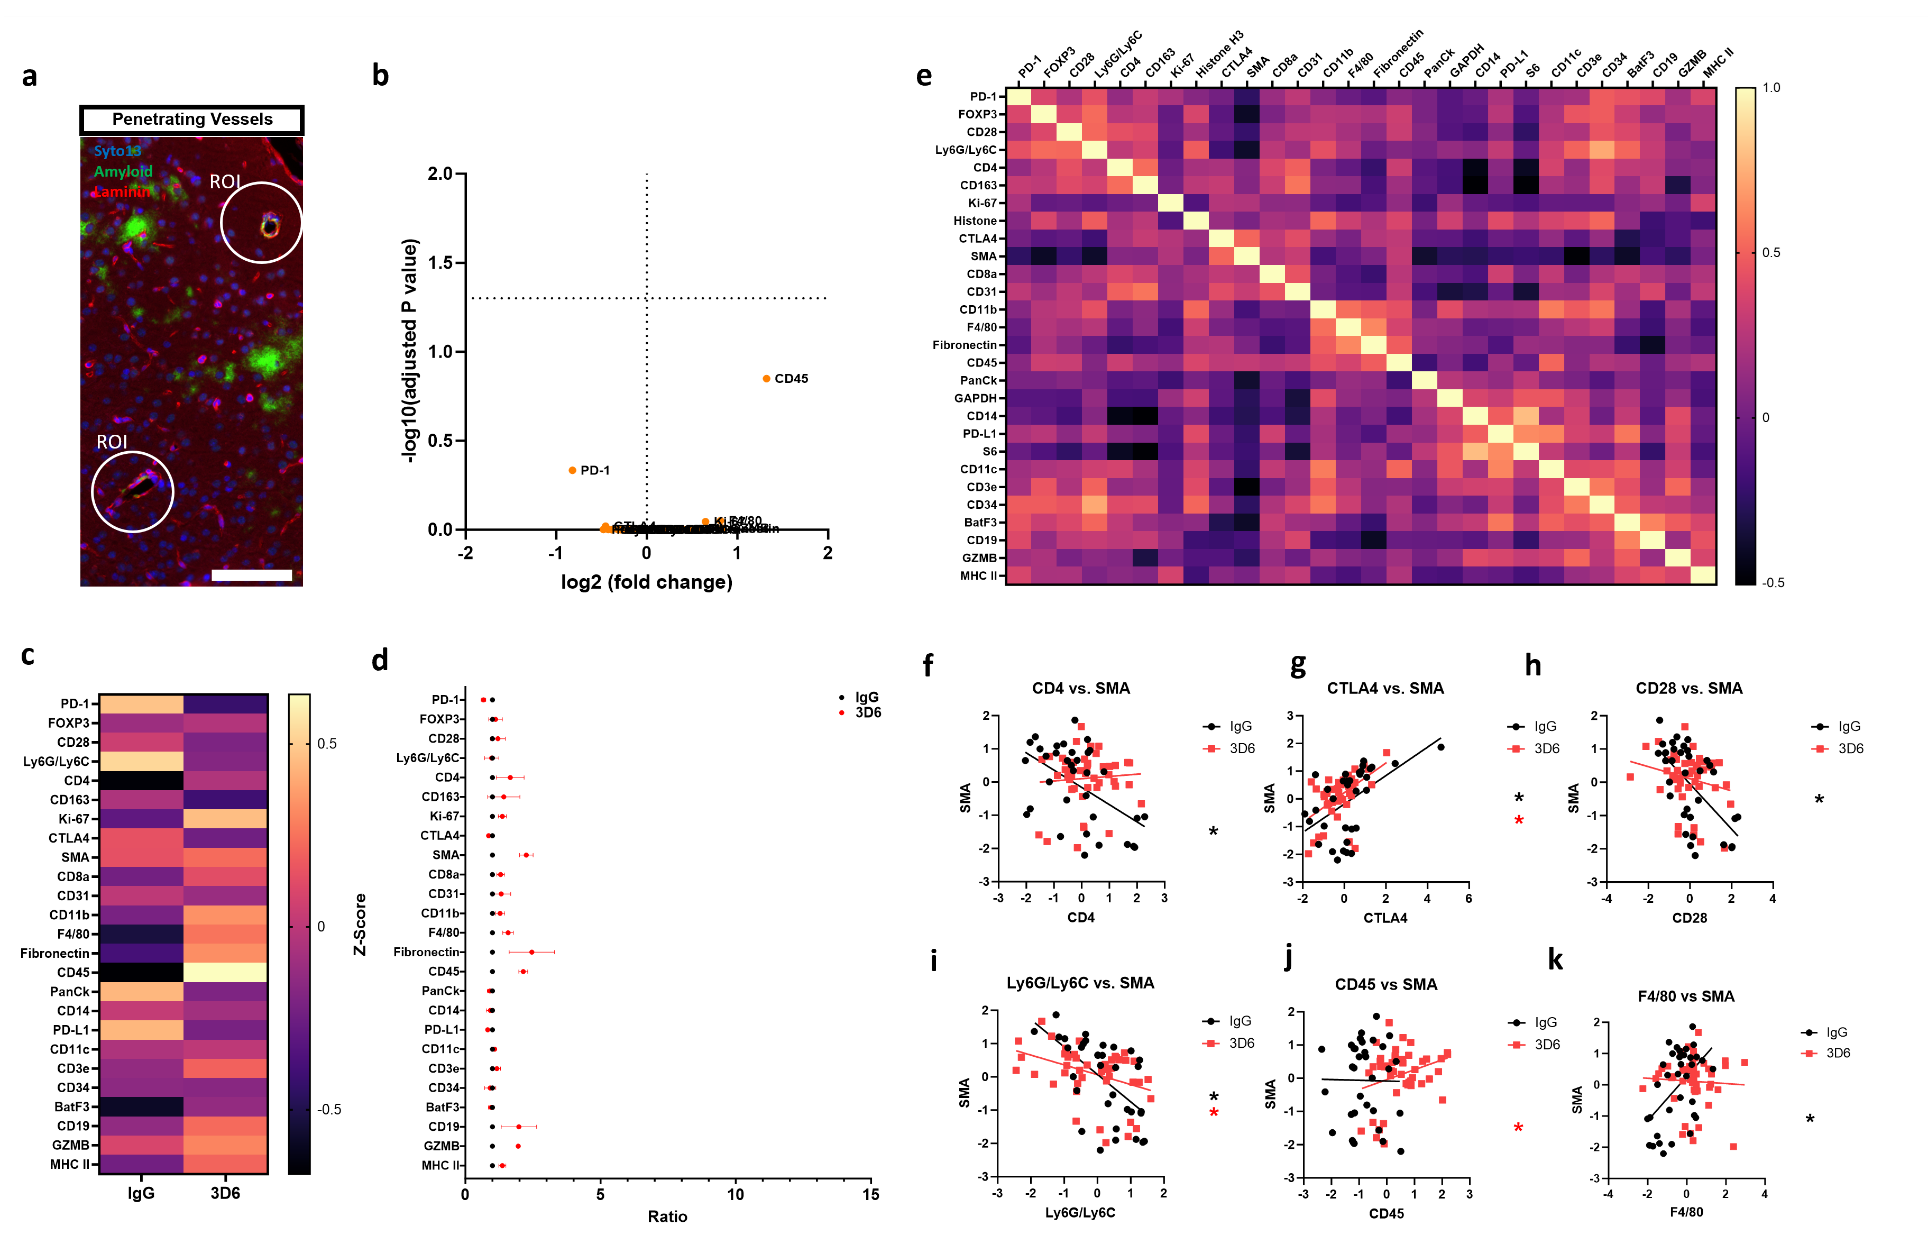
Supplemental figure 3**

**Supplemental figure 4**

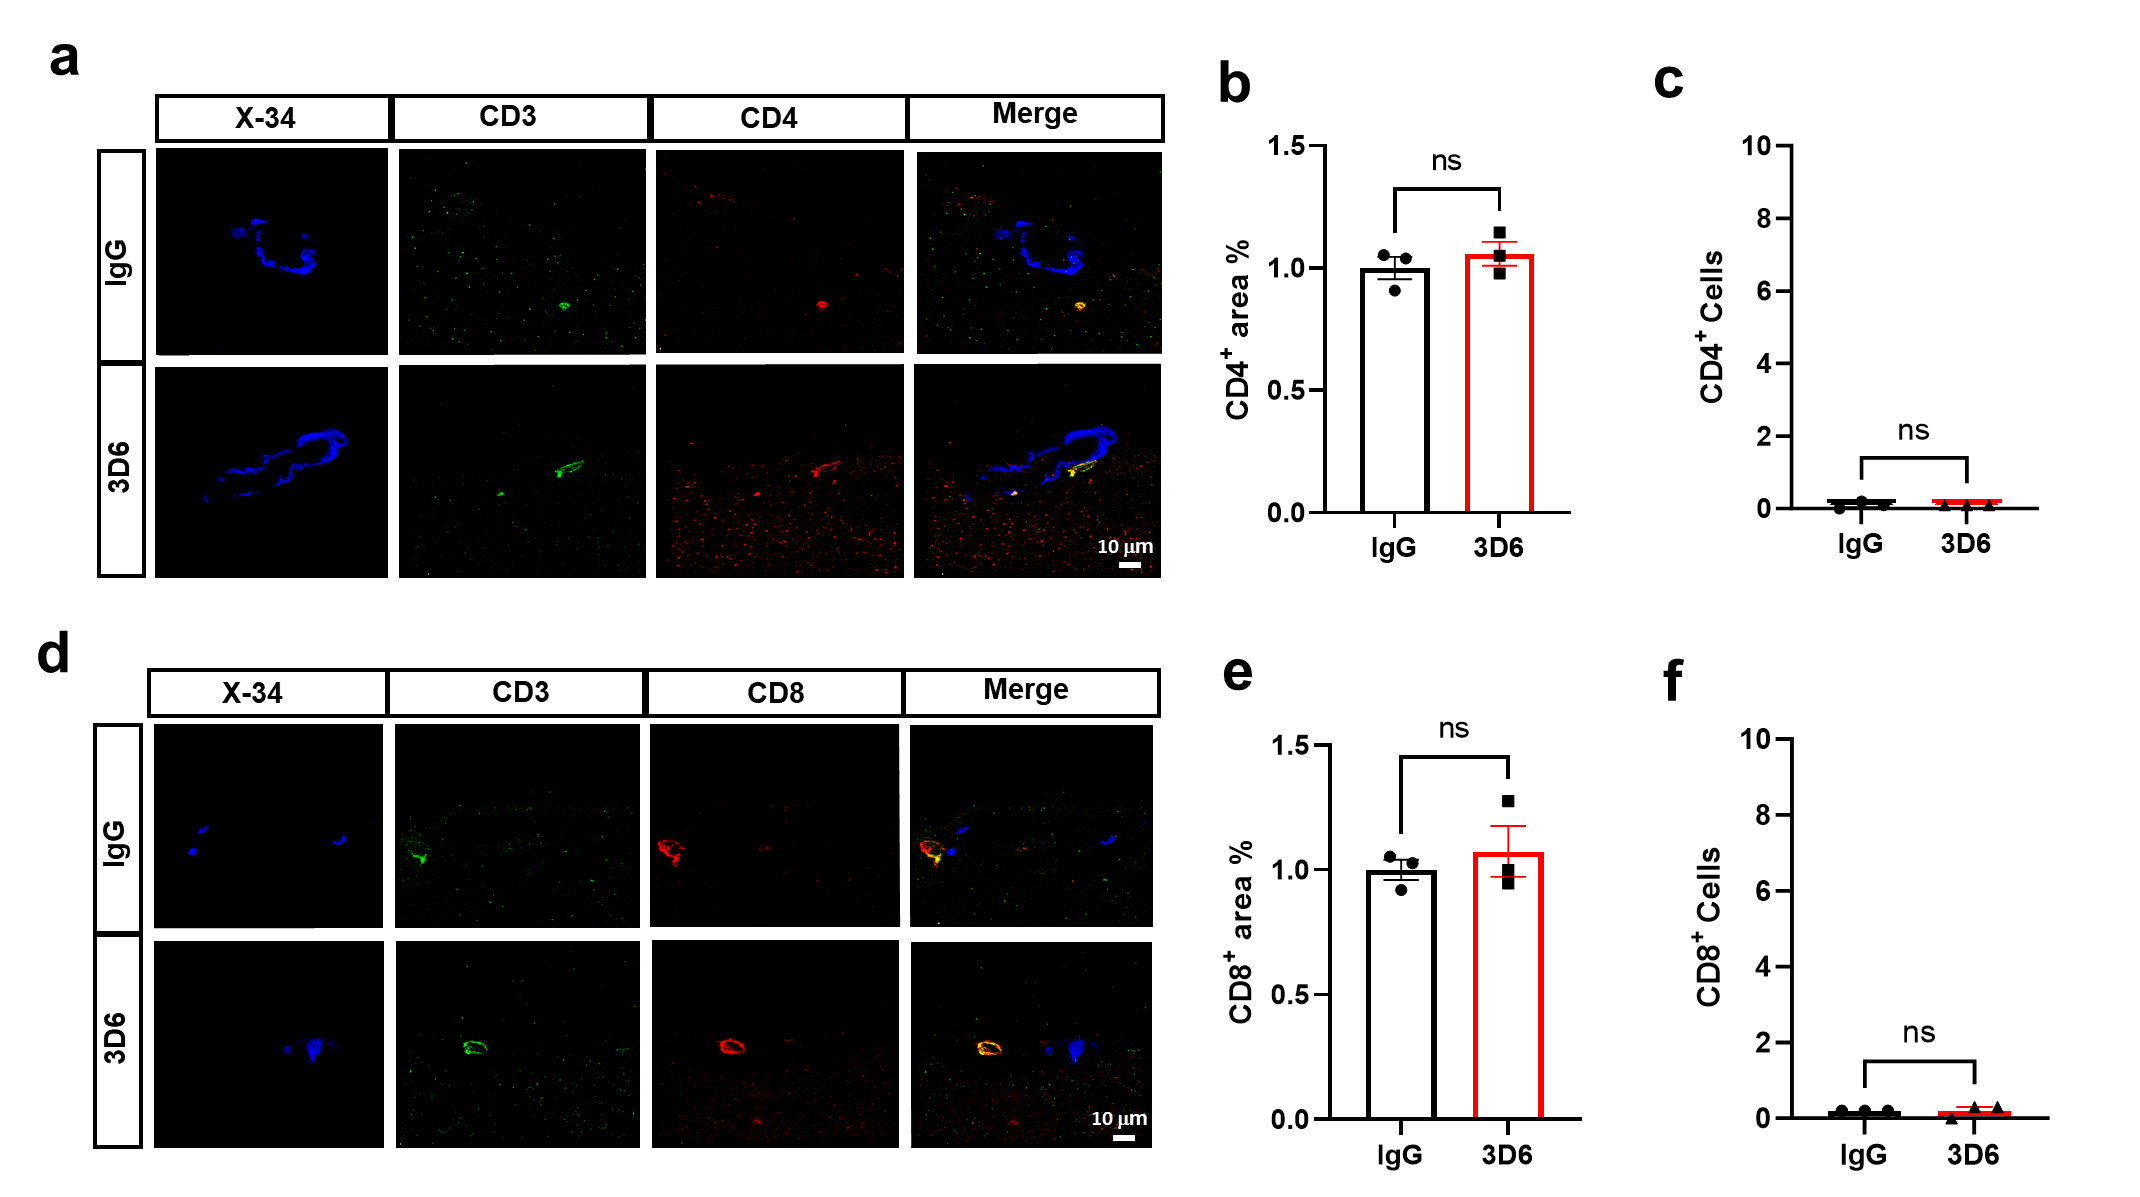

**Supplemental Figure 5**

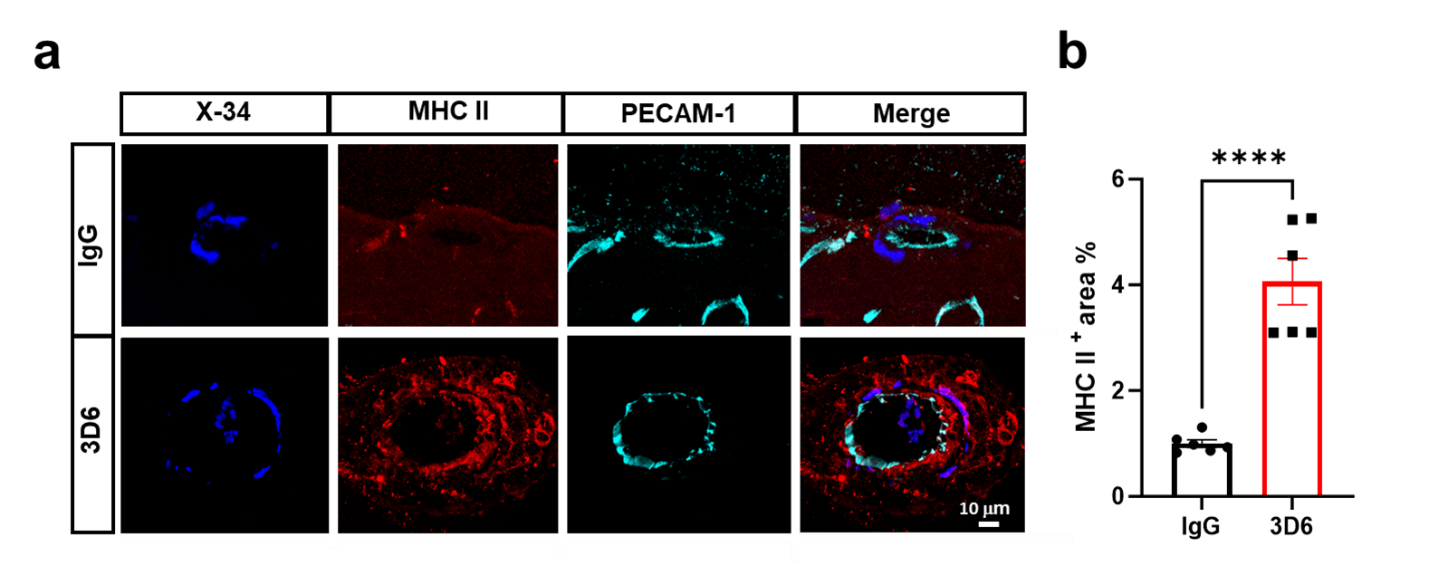

**Supplement:** Supplementary file 1 — Supplementary Material 1. Supplemental Fig. 1. Reduced amyloid immunoreactivity is associated with vascular damage in 3D6 treated PDAPP mice. (a) Prussian Blue (hemosiderin, blue) labeled microhemorrhages in the leptomeninges of PDAPP mice treated with IgG or 3D6. (b) Quantification of Prussian blue + area (%) in brain coronal sections of IgG or 3D6-treated PDAPP mice. (c) Measurement of the diameter (dashed line) of the leptomeninges in PDAPP mice treated with IgG or 3D6. (d) Correlation of Prussian Blue + area and vascular amyloid immunoreactivity in PDAPP mice treated with IgG. (e) Correlation of Prussian Blue + area and vascular amyloid immunoreactivity in PDAPP mice treated with 3D6. For quantifications, total coronal sections were used, and each data point indicates an animal n = 20–25 (mice). (f) Fibrinogen (red) immunoreactivity in the leptomeninges of PDAPP mice treated with 3D6 or IgG control. (g) Quantification of fibrinogen + area (%) of IgG or 3D6 treated PDAPP mice. (h) Amyloid deposits (X-34, blue) in PDAPP mice treated with IgG or 3D6. (i) Quantification of X-34 + area (%) across the leptomeninges in PDAPP mice treated with IgG or 3D6, focusing on a 100 μm diameter region across the entire leptomeningeal surface. (j) Quantification of X-34 + area (%) across the parenchyma of IgG or 3D6 treated PDAPP mice. Results are shown as mean ± SEM of subgroup analysis n = 6 (mice), asterisks indicate significant differences, where **p < 0.01, ****p < 0.0001 by unpaired Student's t test. Scale bar 50 and 100 μm respectively. Supplemental Fig. 2. Claudin-5 is unchanged in 3D6 treated PDAPP mice. (a) Four-color immunofluorescence of amyloid (X-34, blue), fibrinogen (red), claudin 5 (Cldn5, green) and endothelial cells (PECAM-1, cyan) in PDAPP mice treated with 3D6 or IgG control. X-34, Fibrinogen, Cldn5 and PECAM-1 immunoreactivity overlay (Merge). (b) Quantification of Claudin 5 + area (%) in IgG or 3D6 treated PDAPP mice. (c) Quantification of Claudin 5 + intens

How the deposited data were processed for this re-analysis (not part of the article)

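Formalin-fixed brain sections of 3 IgG and 4 3D6 PDAPP mice were profiled with the GeoMx protein assay in regions around vascular amyloid in the leptomeninges and on penetrating vessels. As deposited, the digital counts had been multiplied by the authors' calibration factors and positive-control factors, which makes them fractional, and had not been divided by the negative controls or by area. The positive-control ratio of each region, computed by the authors' instrument from its positive hybridization controls, is deposited in the summary of regions together with the number of nuclei, the surface area (1 value for all regions) and a warning for few nuclei. The authors' normalized tables hold scores, which they made by dividing each count by the geometric mean of the negative controls, taking log2 and scaling each probe to mean 0 and SD 1 over all regions. Without the division by the negative controls, 0 of 5146 of these scores could be recomputed. In a second sheet of the same scores, the probe names of mouse 72 stand 3 lines from their values (744 of 744 values), and this sheet was not used. The header of the deposited table states that a further mouse had been removed, and that mouse is not analysed here.

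The values analysed were log2 ratios of the deposited counts to the geometric mean of the 3 negative controls, with no pseudocount, averaged over the regions of a mouse. The 3 negative controls and 3 housekeepers were left out of the tests. The groups were compared within each site with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation of the variances), with the Benjamini-Hochberg adjustment over 25 targets and a threshold of 0.05. The difference of the treatment effects between the sites was tested in limma on the difference of the 2 site means of each mouse, and the difference between the sites on the same values with the groups weighted equally. An exact permutation test over the 35 splits of the mice was also run for each protein. Ratios are those of each region to the average of the IgG regions of its site, averaged per mouse. Correlations were computed on log2 ratios with the mean of each mouse subtracted, with 100000 permutations of the regions within a mouse, and their differences between groups with exact permutations of the mice over the 35 splits. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these, and statmod 1.5.0 for the fits with the mouse as a block, where the correlation between regions of a mouse was 0.326 in the leptomeninges and 0.273 on penetrating vessels.

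The comparisons, tests, alternatives and 10 protein lists (among them T cells, myeloid cells, antigen presentation, immune checkpoints, all leukocytes, vessel wall, matrix, epithelial cells and proliferation) were fixed before the data were examined. So was the rule for the proteins given with full statistics: each protein that the paper names for these data, each protein past the threshold, and the 3 largest differences in each direction at each site. The score of a list is the mean of its members, compared by the exact permutation test and adjusted over 10 lists. Each test treated the mice as unpaired between the groups, and the 2 sites as paired within a mouse. The run was entered as a block in an alternative. The fits were tested on 100 simulated panels per site with 3 and 4 mice. In the leptomeninges, 34.5% of simulated differences of 1.0 on the log2 scale were called, 67.0% of those of 1.5, 95.0% of those of 2.5, and 0.737% of proteins with no difference. On penetrating vessels these shares were 44.0%, 68.5%, 92.5% and 1.26%. Of 100 simulated correlations of 0.6, 97 were called over 34 regions and 100 over 48 regions, and of 100 with no correlation, 6 and 3 were called. These calls were made at an unadjusted p under 0.05, so the adjusted tests of the real relations find less. Most of the real relations were also weaker than 0.6.

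Alternatives covered the normalization (housekeepers or none), the average per mouse, a pseudocount of 1, a filter at 2 times the negative controls, the unit of replication, the run as a block, the moderation of variances, the adjustment for multiple tests, scaling to SD units, and leaving out each mouse in turn. A further setting recomputed the negative controls from the counts, which gives the main values again. For correlations they covered pooled regions, linear values, Spearman's rho, leaving out the 2 most extreme regions and a partial correlation given the negative controls. Tests for whole counts in edgeR and DESeq2 were not run, because the deposited counts are not whole. After the data were seen, 5 settings were added: Spearman's rho for the partners of fibronectin, leaving out regions of few nuclei, leaving out regions of high background, an unmoderated test with the Holm-Sidak adjustment, and an arithmetic mean over a geometric mean. Leaving out regions of few nuclei removed IgG mouse 37 from the leptomeninges, where each of its regions carried the warning. Low counts limit the precision for FOXP3, CD28, CD4 and PD-1, among others, with medians of 8, 8, 8.5 and 9 counts per leptomeningeal region.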

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

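The tests of the negative controls and of the number of cells, and the count of splits for penetrating vessels, were chosen only after the results were seen.

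The treatment difference was larger in the leptomeninges than on penetrating vessels, by a test of that difference itself in limma, for fibronectin (2.06), CD45 (1.48), CD11b (1.36), CD28 (1.27), Ly6G/C (1.27) and F4/80 (0.97), and it was more negative for SMA (-2.20). These are log2 values with an adjusted p of 0.0177 for the first 4 and 0.0417 for the other 3, in 7 mice. For SMA the contrast was -1.03, -4.77 and -0.74 within the runs (exact permutation test, p = 0.086). Run 2 holds IgG mouse 37, whose SMA on penetrating vessels was 4.38, against 6.80 and 7.61 in IgG mice 29 and 49. Leaving out 1 mouse ended the call of SMA in 5 of 7 fits, the fit without mouse 37 among them. Of the 35 splits of the mice, 1 gave as many as 7 proteins, the real one, and the highest of the others gave 2. This is the smallest share that 35 splits allow, so chance is unlikely over all splits but not excluded. Only 12 of the splits keep the smaller group at 1 mouse per run, too few for a share under 0.05, with 2 as the highest of the others. With the run as a block 0 of the 25 passed (7 at an unadjusted p under 0.05 in limma), and without IgG mouse 29 also 0 (8 at an unadjusted p under 0.05). Without mouse 49 or 81 there were 3 and without mouse 83 there were 4. With division by the housekeepers SMA alone passed, and without normalization fibronectin alone, while the median difference of the 25 proteins moved from 0.63 to -0.25 and 0.98.

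Around leptomeningeal amyloid of 3D6 mice, CD45 and fibronectin were higher and SMA was lower. Lower negative controls in 3D6 mice would raise every ratio and would not lower SMA, and without any normalization the highest adjusted p of the 3 proteins from limma was 0.0113, so the controls are not the whole source. More cells per region in 3D6 mice, by 0.66 in log2 nuclei within the runs, are not the whole source for CD45 and fibronectin, whose differences of 2.46 (standard error 0.36) and 2.64 (standard error 0.49) were 1.82 (standard error 0.39) and 2.03 (standard error 0.46) per nucleus with the run as a block (highest adjusted p from limma 0.00259), and 1.90 and 2.08 without it, where the call ended (adjusted p = 0.592) because the standard error rose to 1.04. For F4/80 and CD11b the explanation by the controls stays open: without normalization their differences moved from 1.48 (standard error 0.35) and 1.59 (standard error 0.43) to 0.87 (standard error 0.39) and 0.98 (standard error 0.43), and the calls ended because the differences shrank while the errors did not. An effect of 3D6 may underlie these changes and was not separated from the isotype and dose of the control IgG.

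In the leptomeninges, 1 of the 35 splits changed as many as 5 proteins, the real one. The highest of the others changed 4 (mice 72, 77 and 83 against the rest). This is the smallest share that 35 splits allow, so chance is unlikely over all splits but not excluded. The 12 splits that keep the runs are too few for a share under 0.05. On penetrating vessels, where 0 proteins passed in limma (2 at an unadjusted p under 0.05), a count of 0 is reached by all 35 splits by construction, with 1 as the highest of the others, so the splits say nothing about chance there. Between the sites, which the paper does not compare directly, 13 of the 25 proteins differed within the mice. Of 64 assignments of the sites, 1 reached this count, the real one, with 7 as the highest of the others. This is the smallest share that 64 assignments allow, so chance is unlikely there but not excluded. The log2 ratio of CD163 on penetrating vessels was 0.85 in 3D6 mouse 77, whose gap to the nearest of the other 3D6 mice took 0.860 of the range of the group, and among 50 groups tested chance gives such a gap in about 1 in 20.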

How the results depend on the processing

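The filters on nuclei and on background, the unmoderated test with the Holm-Sidak adjustment, the arithmetic mean over a geometric mean and Spearman's rho for the partners of fibronectin were chosen only after the data were seen, and the edgeR and DESeq2 tests were not run. The rises of CD45 and fibronectin in the leptomeninges passed under each of the 24 other settings except, for fibronectin, the unmoderated test with the Holm-Sidak adjustment. For the 13 proteins named there, 180 of 217 alternatives left direction and call as they were, 11 ended a call, 25 made one and 1 turned a direction, and leaving out a mouse ended 3 calls and made 4. Among these settings, recomputing the negative controls from the counts repeats the main values. It could only leave direction and call as they were. The cause was not tested for any of the changes that follow. The 5 leptomeningeal changes became 3 without moderation, 12 with every region entered and the mouse as a block, 19 with every region as independent, 10 in SD units, 6 with the run as a block (CD28 added), 1 (CD45) without moderation and with Holm-Sidak, and 3 (without mouse 29) to 8 (without mouse 37) with a mouse left out. With the housekeepers 6 passed (2 higher and 4 lower, against 4 and 1) and 3 of the 5 were shared, and without normalization 4 passed (2 and 2) with 3 shared, while the median of the 25 differences moved from 0.57 to -0.27 and -0.04. The 0 changes on penetrating vessels (2 at an unadjusted p under 0.05 in limma) became 1 with the mouse as a block and 5 with independent regions. The 7 differences of the effect between sites became 1 with the housekeepers, 1 without normalization, 3 with the median per mouse, 4 with log2(value + 1), 0 with the run as a block, and 0 (without mouse 29) to 6 with a mouse left out. The 13 proteins that differed between the sites became 8 with the housekeepers and 6 without normalization. For correlations of SMA in the leptomeninges, 1 of 12 passed, against 0 with pooled regions, 7 with the housekeepers, 6 without normalization and 0 (without mouse 29) to 3 (without mouse 49) with a mouse left out. On penetrating vessels 3 of 12 passed, against 7 with pooled regions, 7 without normalization, 1 with Spearman's rho, 1 without the 2 extreme regions and 2 to 5 (without mouse 29) with a mouse left out. For fibronectin 0 of 6 passed at the permutation test of the centred values (3 at an unadjusted p under 0.05), against 4 with pooled regions, 6 with the housekeepers, 6 without normalization, 5 with linear values and 0 to 3 (without mouse 72) with a mouse left out. The 7 positive partners of fibronectin past the threshold became 16 with the housekeepers, 17 with pooled regions and 3 with Spearman's rho. The median ratio of 3D6 to IgG went from 1.69 to 0.847 with the housekeepers and 0.732 without normalization in the leptomeninges and from 1.04 to 0.147 without normalization on penetrating vessels.

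Directions turned as follows, with the relations of SMA with CD4 and CD45 on penetrating vessels not followed through all settings. In IgG mice these turned too, CD4 from -0.234 to 0.446 without normalization and CD45 from 0.056 to -0.116 with pooled regions. With the housekeepers MHC II in the leptomeninges was -0.11. On penetrating vessels, without normalization fibronectin was -0.38, GZMB -0.14 and SMA -0.55. SMA was -0.36 with the arithmetic mean, -0.0898 without regions of few nuclei, and -0.54 (without mouse 37) to 1.08 with a mouse left out, and its ratio was 1.48 with geometric means and 2.25 with the arithmetic over the geometric mean. CD14 was 0.051 without regions of few nuclei and -1.08 to 0.30 (without mouse 29) with a mouse left out. For the r of SMA in leptomeninges of IgG mice, the housekeepers and no normalization gave 0.234 and 0.37 for CD4, 0.270 and 0.363 for CD28, 0.222 and 0.378 for Ly6G/C, and 0.611 and 0.571 for F4/80, whose r was also 0.0416 pooled, 0.0849 linear, 0.255 without the extreme regions and -0.276 to 0.0909 with a mouse left out, and CD45 ran from -0.0488 to 0.471 with a mouse left out. In 3D6 mice the same 2 settings gave 0.378 and 0.136 for CD28, 0.400 and 0.294 for Ly6G/C (0.0057 linear), 0.238 and 0.234 for CD45, and 0.167 and 0.151 for F4/80. CD4 was -0.0016 with Spearman's rho, -0.0140 without the extreme regions and -0.0621 to 0.173 with a mouse left out, and CTLA4 was -0.0474 linear and -0.0517 to 0.168 with a mouse left out. On penetrating vessels CD28 was 0.419 in IgG mice without normalization, and 0.117 with the housekeepers and 0.207 without normalization in 3D6 mice. Ly6G/C without normalization was 0.406 and 0.179 in the 2 groups, and F4/80 in 3D6 mice was -0.0731 pooled and -0.0125 to 0.197 with a mouse left out. Depth limits most the proteins that lie below the negative controls in the leptomeninges, among them FOXP3, CD4, CD28, PD-1, CD163 and Ki-67.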

Differences from the paper's values

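The combination of an unmoderated test with the Holm-Sidak adjustment, and the ratio of an arithmetic to a geometric mean, were chosen only after the results were seen.

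In the leptomeninges, about 1 protein (CD45) lies past the threshold in the paper's Fig. 3b, read by eye, and 5 proteins passed here (CD45, fibronectin, F4/80, CD11b and SMA) at an adjusted p of 0.05, the paper's stated alpha. Of the alternatives set before the data were examined, none gave 1: they gave 3 to 19 proteins, among them 4 with the Holm-Sidak adjustment and 5 with the 2-stage step-up, both of which the paper's methods name. A test of each protein by itself with the Holm-Sidak adjustment, which joins 2 steps that the paper's methods name, gave 1 (CD45, adjusted p = 0.0172 in the unmoderated linear model) and was chosen after seeing the values. It drops 0 of the paper's called proteins. On penetrating vessels the paper and the values here both have 0 proteins past the threshold, with 1 when every region is entered with the mouse as a block and 5 when every region is taken as independent.

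For SMA on penetrating vessels, the paper's ratio of 3D6 to IgG is about 2.2 in Supplemental Fig. 3d, read by eye, and the ratio here was 0.766. Of the alternatives set before the data were examined, geometric means gave 1.48, within 1.5 times the paper's value, and the others did not come that close, with 0.856 for the housekeepers, 0.480 without normalization and 0.686 to 0.949 with a mouse left out. The arithmetic mean of the 3D6 regions over the geometric mean of the IgG regions gave 2.25 and was chosen after seeing the values as 1 of 4 definitions tried. By that definition the IgG regions over themselves give 2.94 for SMA. The paper's other ratios that were read from its figures lay within 1.5 times those here, and the paper's was the higher one in each. In the leptomeninges, gaps stood for CD4 (about 3.1 in the paper's Fig. 3d, read by eye, against 2.1), CD28 (about 2.6 against 1.92) and Ly6G/C (about 2.7 against 2.17), and the arithmetic over the geometric mean, chosen after seeing the values, gave 3.09, 2.64 and 2.71.

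The horizontal axis of the volcano plots is labelled as a log2 fold change, and its values match the differences here in SD units within a site: about 1.7 for CD45 in Fig. 3b against 1.72, about 1.6 against 1.59 for fibronectin, and about -1.3 against -1.35 for SMA. On the log2 scale these differences are 2.46, 2.64 and -1.79.

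The paper describes the relation of fibronectin with F4/80 as present only after 3D6, and that with CD45 and CD11b as stronger after 3D6. Exact permutation tests of the difference in r gave p = 0.886 for F4/80 and p = 1 for CD45 and for CD11b with the means of the mice subtracted, and p = 0.143, 0.80 and 0.486 with pooled regions, although the pooled r was higher in 3D6 mice for each (0.49 against 0.11, 0.55 against 0.43 and 0.63 against 0.32). With the housekeepers r was lower in 3D6 mice for each (0.41 against 0.69, 0.41 against 0.77 and 0.39 against 0.69). The paper states inverse relations of SMA with CD28 and Ly6G/C in the leptomeninges. Here the adjusted permutation p was 0.0893 for CD28 and 0.198 for Ly6G/C in IgG mice and 0.327 and 0.417 in 3D6 mice, with r below 0 in each case as in the paper, and with pooled regions the permutation p before adjustment was 0.0091 and 0.0206 for CD28 and 0.0581 and 0.0428 for Ly6G/C in the 2 groups. The line for F4/80 in 3D6 mice rises with SMA in Fig. 3k, while the pooled r here was -0.15 (permutation p = 0.310). The paper marks CD45 in 3D6 mice as related to SMA on penetrating vessels in Supplemental Fig. 3j, and the pooled relation here had a permutation p of 0.112. SMA had the lowest ratio in the leptomeninges here as in the paper.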

Other observations

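The relation of CTLA4 with CD3e was chosen as a result only after its value was seen, as was the separate test of CD28 in IgG mice, and the other tests on the relations of SMA were set before.

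The leptomeninges and the penetrating vessels of the same 7 mice differed in 13 of the 25 proteins in limma. The wall proteins SMA (2.3, standard error 0.35, adjusted p = 0.00054) and CD31 (0.66) were higher in the leptomeninges, as were fibronectin (1.81, adjusted p = 0.000302), CTLA4 (1.00), CD45 (0.89) and F4/80 (0.68), on the log2 scale. SMA, fibronectin and CTLA4 were higher there in 7 of 7 mice. Lower in the leptomeninges were CD14, a co-receptor for bacterial lipopolysaccharide (-1.80, lower in 7 of 7 mice), PD-L1 (-0.94), BatF3, a transcription factor of dendritic cells (-0.87), PD-1 (-0.73), Ly6G/C (-0.70), FOXP3 (-0.61) and CD3e (-0.47). Of these, PD-1 and FOXP3 lay below the negative controls at both sites. With division by the housekeepers, the 6 higher proteins and CD14 passed again and CD3e turned to 0.05, while the median of the 25 differences moved from -0.07 to 0.45. Some of these contrasts depend on the treatment, as the differences of the effect show for fibronectin, CD45, F4/80, Ly6G/C and SMA.

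PanCk, a keratin marker of epithelial cells that was not anticipated around brain vessels, differed by 0.04 between 3D6 and IgG mice in the leptomeninges (adjusted p = 0.897 from limma), and the proliferation marker Ki-67 by 0.57 (adjusted p = 0.243 from limma). On penetrating vessels the differences were -0.36 for PanCk and 0.32 for Ki-67. Both lists, of 1 protein each, gave 0 changes at either site, also when adjusted over the list alone. Among the housekeepers in the leptomeninges, S6 differed by 0.67 in log2 count (exact permutation test, p = 0.029, adjusted p = 0.086 over 6 controls), Histone H3 by 0.54 and GAPDH by -0.53, so the 3 did not move together. The negative control Rb IgG differed by -0.94 (exact permutation test, p = 0.029, adjusted p = 0.086).

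SMA had a negative r with CD28 and Ly6G/C across leptomeningeal regions, and 2 technical explanations were tested. If negative controls that rise with SMA from region to region made these relations, a partial correlation given the controls would lose them, and the share of r kept was 1.03 for CD28 and 1.01 for Ly6G/C in IgG mice and 0.533 and 1.22 in 3D6 mice. This exceeds the bound of 0.5 by more than the standard error for CD28 in IgG mice, and by less for the other 3. In IgG mice the log2 ratio of SMA had an r of 0.019 with the controls, so the share could hardly fall. Before the division SMA rose with the controls (r = 0.75 in IgG mice and 0.60 in 3D6 mice), and a partial r accounts for them as the division does. The test therefore does not decide, and the controls stay open as a source in both groups. If CD28 were signal at background level, other proteins below the negative controls would relate to SMA as CD28 does, and their median r lay closer to 0 than that of CD28 by 0.154 in IgG mice and by 0.127 in 3D6 mice, which also leaves it open. With the housekeepers or without normalization both relations turn positive.

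CTLA4 had a positive r with SMA in IgG mice. Division by the same negative controls may create such a relation. In the leptomeninges the partial r given the controls was 0.645. The ratio of SMA had an r of only 0.019 with the controls there, so the partial r could hardly fall. Without normalization r was 0.86, but SMA then rose with the controls (r = 0.75). These values do not decide, and the division stays open as a source. CTLA4 signal that comes with the muscle layer alone would follow SMA more closely than CD3e at every site and in both groups. In the leptomeninges of 3D6 mice its r with CD3e exceeded that with SMA by 0.439, but the relation to SMA was not found in that set, the order turned with the housekeepers (0.532 with CD3e and 0.589 with SMA), and in the other 3 sets of regions the r with SMA was the higher one. The muscle layer therefore also stays open as a source, beside a biological relation, which was not tested.

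In leptomeningeal regions of 3D6 mice, CTLA4 had a positive r with CD3e (r = 0.53, permutation p = 0.00016, rho = 0.53 with permutation p = 0.0002, r = 0.48 without the 2 extreme regions). By mouse, r was 0.64 in mouse 72, 0.37 in mouse 77, 0.83 in mouse 81 and 0.22 in mouse 83. In IgG mice r was -0.13 (permutation p = 0.464), but 0.72 with division by the housekeepers. The difference between the groups had p = 0.057 in an exact permutation test, and p = 0.371 with the housekeepers.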
